# Comparison of RNA-Seq and Microarray Gene Expression Platforms for the Toxicogenomic Evaluation of Liver From Short-Term Rat Toxicity Studies

**DOI:** 10.3389/fgene.2018.00636

**Published:** 2019-01-22

**Authors:** Mohan S. Rao, Terry R. Van Vleet, Rita Ciurlionis, Wayne R. Buck, Scott W. Mittelstadt, Eric A. G. Blomme, Michael J. Liguori

**Keywords:** RNA-Seq, microarray, toxicogenomics, liver toxicity, DEG, non-coding transcripts, IPA, *in vivo*

## Abstract

Gene expression profiling is a useful tool to predict and interrogate mechanisms of toxicity. RNA-Seq technology has emerged as an attractive alternative to traditional microarray platforms for conducting transcriptional profiling. The objective of this work was to compare both transcriptomic platforms to determine whether RNA-Seq offered significant advantages over microarrays for toxicogenomic studies. RNA samples from the livers of rats treated for 5 days with five tool hepatotoxicants (α-naphthylisothiocyanate/ANIT, carbon tetrachloride/CCl_4_, methylenedianiline/MDA, acetaminophen/APAP, and diclofenac/DCLF) were analyzed with both gene expression platforms (RNA-Seq and microarray). Data were compared to determine any potential added scientific (i.e., better biological or toxicological insight) value offered by RNA-Seq compared to microarrays. RNA-Seq identified more differentially expressed protein-coding genes and provided a wider quantitative range of expression level changes when compared to microarrays. Both platforms identified a larger number of differentially expressed genes (DEGs) in livers of rats treated with ANIT, MDA, and CCl_4_ compared to APAP and DCLF, in agreement with the severity of histopathological findings. Approximately 78% of DEGs identified with microarrays overlapped with RNA-Seq data, with a Spearman’s correlation of 0.7 to 0.83. Consistent with the mechanisms of toxicity of ANIT, APAP, MDA and CCl_4_, both platforms identified dysregulation of liver relevant pathways such as Nrf2, cholesterol biosynthesis, eiF2, hepatic cholestasis, glutathione and LPS/IL-1 mediated RXR inhibition. RNA-Seq data showed additional DEGs that not only significantly enriched these pathways, but also suggested modulation of additional liver relevant pathways. In addition, RNA-Seq enabled the identification of non-coding DEGs that offer a potential for improved mechanistic clarity. Overall, these results indicate that RNA-Seq is an acceptable alternative platform to microarrays for rat toxicogenomic studies with several advantages. Because of its wider dynamic range as well as its ability to identify a larger number of DEGs, RNA-Seq may generate more insight into mechanisms of toxicity. However, more extensive reference data will be necessary to fully leverage these additional RNA-Seq data, especially for non-coding sequences.

## Introduction

Toxicogenomics has been used as a tool in pre-clinical toxicity assessment for almost two decades (Kolaja and Kramer, 2002; Suter et al., 2004; Yang et al., 2004). The objective of toxicogenomics in pharmaceutical research and development (R&D) is to identify differentially expressed genes (DEGs) in tissues or cells exposed to test agents in order to predict toxic effects, to generate a mechanistic understanding of toxic effects, or to identify biomarkers of toxicity (Buck et al., 2008). Traditionally, hybridization-based approaches such as microarrays have been the standard gene expression profiling technology for use in toxicogenomics (Nuwaysir et al., 1999; Yang et al., 2004; Liguori et al., 2005; Waring et al., 2006). More recently, RNA-Seq has emerged as an alternative method for gene expression profiling (Merrick et al., 2013). The main difference between RNA-Seq and microarrays is that the former allows for full sequencing of the whole transcriptome while the latter only profiles predefined transcripts/genes through hybridization. This implies that RNA-Seq can help identify more differentially modulated transcripts of toxicological relevance, splice variants, and non-coding transcripts [e.g., microRNA (miRNA), long non-coding RNA (lncRNA), pseudogenes] and that these additional data may be informative for toxicity prediction, mechanistic investigations or biomarker discovery (Wang et al., 2010; Iyer et al., 2015; Li et al., 2015; Yan et al., 2015). Due to these advantages and general advancement of the field, there has been an increasing interest in using RNA-Seq platforms for toxicogenomic studies (Chen et al., 2012; Bisgin et al., 2018).

Several studies have compared DEGs identified from RNA-Seq and microarray platforms (Xu et al., 2013; Wang et al., 2014; Zhao et al., 2014; Hung and Weng, 2017). Likewise, there have been considerable advances in sample handing, data capture, and analytics of RNA-Seq data (Li and Dewey, 2011; Ritchie et al., 2015; Bray et al., 2016; Conesa et al., 2016; Ghosh and Chan, 2016). However, the RNA-Seq approach has a few disadvantages compared to microarrays, namely (1) a lack of optimized and standardized protocols for analysis in spite of the availability of multiple computational tools (Chandramohan et al., 2013; Hayer et al., 2015), and (2) the size of RNA-Seq files, which are considerably larger than microarray files. Finally, RNA-Seq entails an extensive and more complex bioinformatic analysis, which results in highly intensive and expensive computation infrastructure and analytics, as well as longer analysis times (Robinson and Oshlack, 2010; Esteller, 2011; Garber et al., 2011; Trapnell et al., 2012). However, these limitations are gradually improving.

While RNA-Seq appears to be an attractive technology, it is unclear whether the technology results in substantial benefits compared to microarrays when used in toxicogenomic studies. Published studies have not systematically and thoroughly evaluated the concordance and discordance of DEGs between the two technologies in toxicological studies. Therefore, the objective of the current study was to compare the two technologies using RNA samples extracted from the liver of rats dosed with several prototypical hepatotoxicants selected for their distinct mechanisms of toxicity. Both technologies were assessed using a combination of bioinformatics tools and within the context of liver biology pathways.

## Materials and Methods

### Dose Selection

The DrugMatrix toxicogenomic database was used to select the doses for a-naphthylisothiocyanate (ANIT), carbon tetrachloride (CCl_4_), methylenedianiline (MDA), acetaminophen (APAP), and diclofenac (DCLF) (Ganter et al., 2005). This database holds comprehensive results from hundreds of highly controlled and standardized toxicological experiments in which rats or primary rat hepatocytes were treated with therapeutic, industrial, and environmental chemicals over multiple doses/time periods. Based upon the DrugMatrix database, in male rats, ANIT, APAP, MDA, CCl_4_, and DCLF alter the expression of genes involved in liver toxicity and/or increased serum transminases at 60, 1175, 81, 972, and 10 mg/kg, respectively. Thus, doses close to these values were selected for our *in vivo* experiments.

### In-Life Studies

All animal experiments for this study were conducted in accordance with the *Guide for the Care and Use of Laboratory Animals*. All studies were approved by AbbVie’s Institutional Animal Care and Use Committee (IACUC). Briefly, male Sprague Dawley rats were purchased from Charles River Laboratories, Inc. (Portage, MI, United States). The rats were typically 6 to 8 weeks of age and weighed 250–350 g at the start of the study. The animals were acclimated for a minimum of 2 days after receipt and randomized into treatment and control groups. Rats were permitted certified rodent chow and water *ad libitum* and were fasted overnight prior to necropsy.

Male rats (*n* = 3/group) were treated by oral gavage for 5 days with ANIT, 100 mg/kg in corn oil; APAP, 1000 mg/kg/day in corn oil; DCLF, 10 mg/kg/day in water; CCl_4_, 1582 mg/kg/day in corn oil; MDA, 100 mg/kg/day in 35% ethanol (EtOH) (v/v). Corn oil-, EtOH- (*n* = 3/group) or water- (*n* = 2/group) vehicle treated rats served as controls. Rats were anesthetized 24 h after the last dose with isoflurane and blood samples were collected through the posterior vena cava for clinical pathological examinations. Rats were then humanely sacrificed through exsanguinations and necropsied. Liver samples (left lateral lobe) were flash frozen at necropsy. A portion of the liver from each animal was also fixed in 10% neutral buffered formalin and subsequently embedded in paraffin blocks for sectioning. Slides for hematoxylin and eosin (H&E) staining were prepared according to the well-established methods and examined by a veterinary pathologist certified by the American College of Veterinary Pathologists (WRB). Histopathological analyses were performed on these livers to confirm the presence of toxicity (Supplementary Figures S1A–E). Serum clinical chemistry parameters were quantified using an Abbott Aeroset clinical chemistry analyzer (Abbott Laboratories, Abbott Park, IL, United States) and individual animal data are provided in Supplementary Table S1.

### RNA Sample Preparation

Total RNA from ∼50 mg of flash frozen liver for all treated (*n* = 15) and vehicle (*n* = 11) animals was isolated by Qiazol extraction with on-column DNase I treatment (Qiagen, Redwood City, CA, United States) and evaluated for quality (RIN scores ≥ 9) by BioAnalyzer (Agilent, Santa Clara, CA, United States). Aliquots of the same total RNA samples were used as input for each platform.

### RNA-Seq Data Generation

Seventy five ng total RNA/liver was used as input for RNA-Seq library construction using the TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, United States) on the Neo-Prep Library Prep System. The library preparation kit used was optimized for enriching coding mRNAs. Libraries were normalized, pooled and loaded on a NextSeq500 for single read sequencing at 1 bp × 75 bp using a HI Output flowcell according to manufacturer’s protocols (Illumina, San Diego, CA, United States). FastQ files were generated and uploaded to Array Studio (OmicSoft, Cary, NC, United States) for analysis. On average 25 to 26 million NGS short reads were generated per sample (Supplementary Table S1).

The efficiency and accuracy of the alignment of NGS RNA-Seq short reads to a reference genome is an important component in any DEGs comparison studies. Computational alignment methods for RNA-Seq data analysis are constantly improving. OSA4 (Omicsoft, Cary, NC, United States) was used for alignment of RNA-Seq short reads to the rat reference genome (Hu et al., 2012).

The percentage of total reads uniquely mapped to the reference genome using OSA4 (Omicsoft, Cary, NC, United States) was between 86 and 91% for all 26 samples, supporting the good quality for the RNA-Seq reads. About 5.5 to 7.5% of the samples non-uniquely mapped and only 3 to 4% did not map (Supplementary Table S1). The NGS short reads mapped well onto 32,663 Ensembl.R83 annotated genes of the rat reference genome (Rat B6.0); of these, 22,271 were protein-coding sequences and the remaining 10,392 were non-coding transcripts. After removing redundant genes from the microarray probes, only approximately 18,700 annotated protein-coding genes overlapped between the two technologies. For platform comparison purposes, the gene symbol was used for this protein-coding set.

Maximum likelihood (ML) expression levels were estimated using an Expectation–Maximization (EM) algorithm integrated within the Omicsoft suite of programs (Hu et al., 2012). Generally, RNA-Seq reads do not span entire transcripts, and the transcripts from which they are derived are not always uniquely determined. Paralogous gene families, low-complexity sequences and high sequence similarity between alternatively spliced isoforms of the same gene are primary factors contributing to mapping uncertainty. Due to these factors, a significant number of reads are multi-reads. Two strategies have been previously used for handling gene multi-reads. First, simply discarding them, keeping only uniquely mapped reads for expression estimation. Second, rescuing multi-reads by allocating fractions of them to genes in proportion to coverage by uniquely mapping reads. The rescue strategies have been shown to give expression estimates that are in better agreement with microarrays than those from only using uniquely mapping reads (Hu et al., 2012) Consequently, we used an Omicsoft implemented rescue strategy for gene quantification. Raw Illumina RNA-Seq FASTQ files are available in the Gene Expression Omnibus (GEO) database (Edgar et al., 2002) with an Accession No. GSE122315.

### Microarray Data Generation

Microarray hybridization was performed using the standard protocol provided by Affymetrix, Inc. (Santa Clara, CA, United States). Briefly, 5 μg of total RNA from each rat liver was reverse transcribed into cDNA using a Superscript II Double-Strand cDNA synthesis kit (Invitrogen Life Technologies, Carlsbad, CA, United States) according to the manufacturer’s instructions, except that the primer used for the reverse transcription reaction was a modified T7 primer with 24 thymidines at the 5′ end (Affymetrix). The sequence was 5′-GGCCAGTGAATTGTAATACGAC-TCACTATAGGGAGGCGG-(dT)_24_-3′. cDNA was purified via MinElute filtration (Qiagen, Redwood City, CA, United States) and then used to synthesize biotin-labeled cRNA using the Enzo RNA Transcript Labeling Kit (Enzo Life Sciences, Farmingdale, NY, United States) according to the manufacturer’s instructions. Labeled cRNA was purified using RNeasy kits (Qiagen, Redwood City, CA, United States), and the cRNA concentration was evaluated. Labeled cRNA (20 μg) was then fragmented in a solution of 40 mM Tris-acetate, pH 8.1, 100 mM KOAc, and 30 mM MgOAc at 94°C for 35 min, and then hybridized to an Affymetrix rat genome RAE230 2.0 array, which contains sequences to approximately 31,000 probe sets, at 45°C overnight using an Affymetrix Hybridization Oven 640. We have consistently used this Affymetrix chip platform for toxicology studies for ease of cross-study comparison (Liguori et al., 2016), which is consistent with others in the pharmaceutical industry including much of the Drug Matrix database (Ganter et al., 2005; Sutherland et al., 2017). Arrays were subsequently washed, and stained with strepavidin-phycoerythrin (Molecular Probes, Carlsbad, CA, United States) using the GeneChip^®^ Fluidics Workstation 450 (Affymetrix), and finally scanned using the Affymetrix GeneChip^®^ Scanner 3000. CEL files were generated and uploaded to ArrayStudio (Omicsoft, Cary, NC, United States) for gene expression analysis. The microarray probes were annotated with both Refseq and Ensembl.R83 (Omicsoft, Cary, NC, United States). Raw microarray CEL data files are also available in the GEO database with an accession number .

### Principal Component Analysis (PCA)

Principal component analysis (PCA) calculations were performed to assess the quality of the RNA-Seq and microarray data using Array Studio (Omicsoft, Cary, NC, United States) and SAS Enterprise Guide 6.1 (SAS Institute, Cary, NC, United States). Using SAS Enterprise Guide 6.1, a two sample *t*-test was performed to compute a *p*-value for the major principal component of RNA-Seq and microarray datasets (toxicant treated samples vs. control). The computed *p*-values were 0.002 and 0.004 for the RNA-Seq and microarray datasets (toxicant treated samples vs. control), respectively. The principal components were visualized in the Spotfire (Tibco, Inc., Palo Alto, CA, United States) data analysis tool.

### Gene Expression Analysis

Differentially expressed genes for each platform were identified by comparison of the mean of expression intensities or counts of compound-treated samples to the mean of expression intensities or counts of the corresponding vehicle-treated samples with a fold change (FC) > 1.5 and *p* < 0.01. The resulting genes were analyzed for concordance and discordance using Array Studio 10.1, SAS Enterprise Guide 6.1, Spotfire (Tibco, Inc., Palo Alto, CA, United States) and JMP 10 (Cary, NC, United States). Further pathway and gene-enrichment analyses were conducted using Ingenuity Pathway Analysis (IPA) version 31813283 (Qiagen, Redwood City, CA, United States) and SAS EG. 6.1 (SAS Institute, Cary, NC, United States). In IPA, the significance of the association between the DEGs and the canonical pathway was computed using two parameters, namely: (1) a ratio of the number of DEGs from the data set that map to the pathway divided by the total number of genes that constitute the canonical pathway and (2) a −log_10_ (*p*-value) determining the probability that the association between the DEGs in the data set and the canonical pathway is due to chance alone. In the present analysis, the computed −log_10_ (*p*-value) of 3.0 (*p* < 0.001) and above was considered as statistically significant.

The Causal analysis (upstream analysis) of IPA examines how many known targets of each transcription regulator are present in the DEGs identified by RNA-Seq and microarrays, and also compares their direction of change (i.e., expression in the experimental sample(s) relative to control) to what is expected from the literature in order to predict likely relevant transcriptional regulators. IPA used z-score algorithm to make predictions (Krämer et al., 2013) – with z-scores greater than 3 (activated) or smaller than −3 (inhibited) being considered to be significant.

### Statistical Analyses

#### Microarray

All chips were normalized using the Robust Multi-array Average (RMA) method (Bolstad et al., 2003) implemented in Array Studio. All data processing was performed using Array Studio software. Mean expression levels were obtained by calculating the geometrical means of the RMA-normalized data for toxicant treated and control sample groups, respectively. A two-sided *t*-test was performed using the inference module of Array Studio, to determine which genes were significantly differentially expressed between the toxicant treated and control groups, and Benjamini–Hochberg false discovery rate (FDR) multiple testing correction and alpha level of 0.05 was applied.

#### RNA-Seq

Voom module implemented within Array Studio (Omicsoft, Cary, NC, United States) was used. This module transforms count data log 2 transformed counts per million (logCPM), robustly estimates the mean-variance relationship and generates a precision weight for each individual normalized observation. Inference tests based on the Voom algorithm were applied to adjust read depth differences between samples and estimate changes or differences of gene expression when comparing sample groups. Genes with little or no expression [average transcripts per million (TPM) < 0.1] were excluded from inference tests. DEGs from the inference test were selected according to expression changes of more than 1.5 and Benjamini–Hochberg FDR multiple correction and alpha level of 0.05 was applied.

## Results

### Histopathology

Administration of ANIT, MDA, and CCl_4_ resulted in expected hepatotoxicity characterized by changes in relevant serum chemistries at necropsy. Increases (>2X) in serum activities of hepatocellular leakage enzymes [alanine aminotransferase (ALT), aspartate aminotransferase (AST), glutamate dehydrogenase (GLDH)] were observed with ANIT, CCl_4_, and MDA. Increases in total serum bilirubin were also observed for ANIT and MDA, and minimally for APAP. A complete listing of serum chemistry values is presented in Supplementary Table S2. These changes in serum chemistry values were consistent with the histopathologic findings which were detected in the livers from rats treated with ANIT, MDA, and CCl_4_, but not APAP and DCLF. Supplementary Figures S1A–E provides representative photomicrographs illustrating the histopathological appearance of the liver from a representative rat in each dose group. ANIT (Supplementary Figure S1A) and MDA (Supplementary Figure S1B) treatment resulted in biliary toxicity characterized by hypertrophy and hyperplasia of the bile duct epithelium, and infiltration of neutrophils into the pericholangiolar space and bile duct lumina. CCl_4_ (Supplementary Figure S1C) treatment resulted in widespread centrilobular hepatocellular macrovesicular and microvesicular steatosis. Neither APAP (Supplementary Figure S1D), nor DCLF treatment (Supplementary Figure S1E) resulted in histological findings, suggesting that higher dose levels would have been required for these hepatotoxicants to induce liver effects in male rats after five daily doses. The dose response of tolerated hepatotoxicity of DCLF is narrow; 40 mg/kg/day is poorly tolerated, with only one of three animals surviving after five daily doses (data not shown). The APAP and DCLF samples were nonetheless further analyzed since they were considered useful to better understand the sensitivity and utility of transcriptomic changes in rat toxicity studies.

### Principal Component Analysis of RNA-Seq and Microarray Data

In toxicogenomic studies, PCA is generally used to analyze the complex multi-dimensional gene expression datasets. PCA results for the RNA-Seq and microarray datasets are summarized in Figures 1A,B. The first and second principal components (PC1 and PC2) accounted for 30 and 12% variability in the RNA-Seq dataset (i.e., matrix of 32,663 transcripts X 26 samples). 

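RNA was sequenced from the left lateral liver lobe of 26 male rats, collected 24 h after the last of 5 daily oral doses. In the study CMET11-104, 3 rats received alpha-naphthylisothiocyanate (ANIT) at 100 mg/kg, 3 received carbon tetrachloride (CCl4) at 1582 mg/kg, and the same 3 rats given corn oil at 5 ml/kg served as vehicle for both. In the study ITP16-041, 3 rats received acetaminophen (APAP) at 1000 mg/kg with 3 rats given corn oil at 2 ml/kg as vehicle, and 3 received diclofenac (DCLF) at 10 mg/kg with 2 rats given water at 10 ml/kg as vehicle. In the study ITP16-090, 3 rats received methylenedianiline (MDA) at 100 mg/kg and 3 received 35% ethanol at 2 ml/kg. Each toxicant was therefore compared with the vehicle of its own study, and study and toxicant cannot be separated except through those vehicles. The deposited table holds estimated counts for 32662 Ensembl genes (release 83), made by the authors from single-end 75-base reads of poly(A)-selected RNA, aligned to Rat B6.0 and counted by expectation-maximization, which shares a read that fits several genes among them. At least 1 count was present in any library for 21227 genes. The total count per library ranged from 16965684 to 17987574 (median 17873789) with ANIT, from 17649953 to 18887960 (median 17930629) with CCl4, from 21964932 to 24469983 (median 23770533) with APAP, from 22212037 to 24234739 (median 23078124) with DCLF and from 22052536 to 25792649 (median 22606310) with MDA. In the vehicle groups it ranged from 17335497 to 20923318 (median 19690443) with corn oil at 5 ml/kg, from 19784566 to 23583371 (median 20879125) with corn oil at 2 ml/kg and from 22453677 to 23308975 (median 23203343) with ethanol, and was 16387898 and 18958003 in the 2 libraries of water. The depth the paper states is for sequenced reads, and the totals here are the counts assigned to genes, which all values below use. Counts were rounded and tested with edgeR's quasi-likelihood test after TMM normalization, for genes with a mean CPM (counts scaled to the size of the library) of at least 0.1 over the libraries compared. A gene is called changed at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change of at least 1.5, and counts at an unadjusted p under 0.01 and the same fold are given beside it. The paper's methods give 2 criteria, p under 0.01 and an adjusted p under 0.05, each with 1.5-fold, and "the paper's thresholds" below means the former. Levels are given as CPM normalized by TMM, as mean ± SD over the 3 rats of a group unless stated, and the SE is that of the log2 fold change. Names were available only for the 2970 genes in the tables of the study, which are 2822 protein-coding genes, 127 lincRNAs and 21 miRNAs. The study listed these genes because they changed with at least 1 toxicant. Its tables hold 1142 genes for ANIT, 266 for APAP and 149 for CCl4, fewer than the protein-coding genes the paper calls for each. How the listed genes were chosen among those called is not known here, so fold changes of named genes may not be typical. Because of this selection, for lists that passed a test the count is also given for the members that the tables of the other toxicants name. A toxicant with the same vehicle rats was left out of these others, so CCl4 does not count for ANIT nor ANIT for CCl4. The gene lists, the rule for which genes are named and the alternatives tried, except those said to be chosen later, were set before the data were examined. Lists with at least 5 named members were tested with camera, limma's test of whether a list's genes move more than the other named genes, at a preset correlation of 0.01, and 30 lists were tested per toxicant. Groups held 2 or 3 rats, and no test for outlying samples was run.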

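The livers given ANIT, MDA and CCl4 lay apart from all others along the first principal component of the 21227 genes with a count. PC1 scores ranged from 75.4 to 84.6 with ANIT, from 61.7 to 77.5 with MDA and from 31.3 to 54.6 with CCl4. The scores ranged from -38.5 to -26.8 with APAP and from -51.9 to -34.8 with DCLF and overlapped those of the vehicles, which ranged from -50.1 with ethanol to -12.5 with corn oil at 5 ml/kg. PC1 held 31.6% of the variance of log2 CPM and PC2 held 11.7%. The mean PC1 score of the 15 treated livers was 56.0 higher than that of the 11 vehicle livers (permutation test, two-sided, p = 0.00321). Within the studies, the mean score of treated and vehicle livers was 62.5 and -15.7 in CMET11-104, -37.0 and -42.0 in ITP16-041, and 67.4 and -32.8 in ITP16-090, and permuting the labels within studies gave p = 1e-04 (permutation test, two-sided). PC2 parted MDA from the other toxicants, with scores from 45.6 to 69.1 against 11.8 to 38.3 for its ethanol vehicles, while ANIT ranged from -26.2 to -9.28 and CCl4 from -48.0 to -32.5. The corn oil 5 ml/kg vehicles of ANIT and CCl4 ranged from -30.3 to -28.6. Part of the distance of MDA from ANIT and CCl4 on PC2 therefore lay between the vehicles of their studies.

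**Figure D1:**
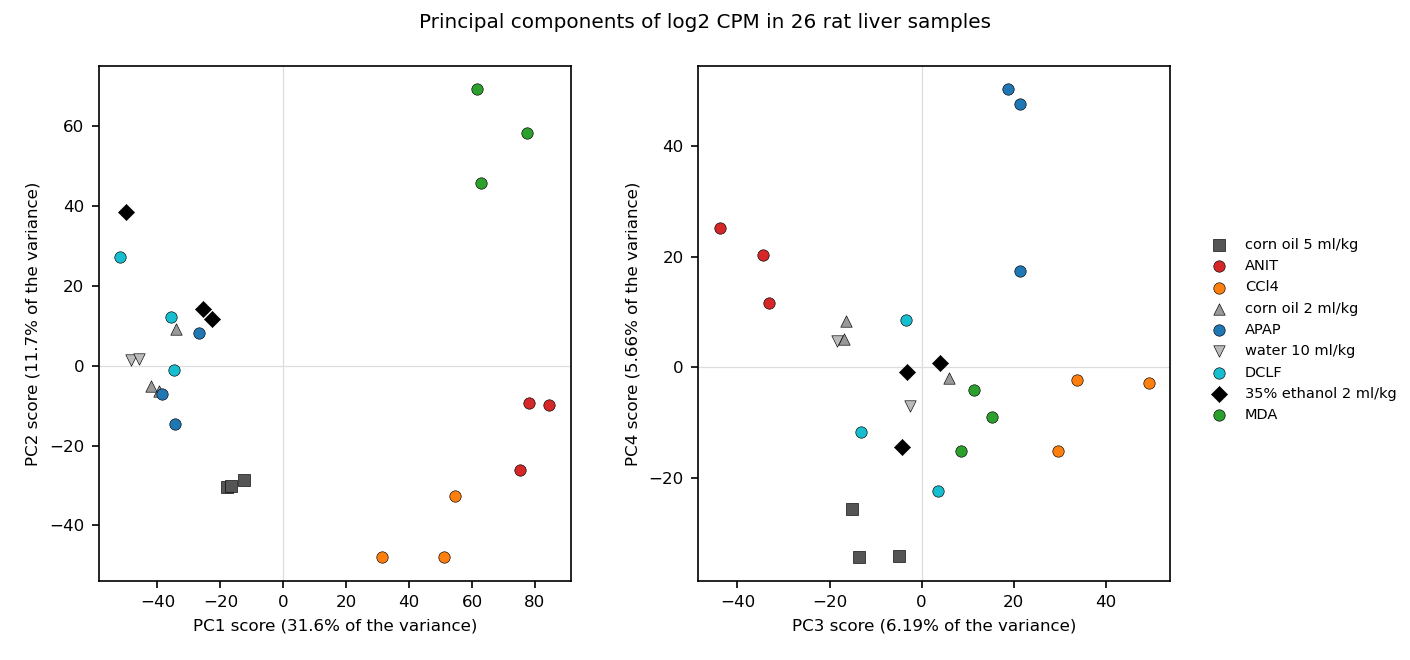
Scores of the 26 livers on PC1 against PC2 and on PC3 against PC4, from log2 CPM without scaling, with 1 point per library and 1 colour per group. ANIT, MDA and CCl4 lie above a PC1 score of 31.3 and every other library lies at -12.5 or below.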

A similar assessment of the microarray dataset (i.e., matrix of 21,419 X 26 samples) showed a smaller degree of separation (18 and 13%). A clear segregation of ANIT-, MDA-, CCl_4_-, and DCLF-treated samples from their corresponding controls was observed in both the RNA-Seq and microarray datasets (Figures 1A,B), reflecting the differential gene expression patterns observed with these hepatotoxicants. 

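ANIT, CCl4 and MDA shared genes among their largest changes. Gucy2c, which encodes the receptor guanylate cyclase of the intestinal epithelium (ENSRNOG00000009031, chromosome 4 of Rat B6.0 from 170659998 to 170740274), rose from 0.111 ± 0.104 to 44.2 ± 14.9 CPM with ANIT, a log2 fold change of 8.52 (SE 0.52, adjusted p = 0.000119 from edgeR). With MDA it rose from 0.066 ± 0.0754 to 12.3 ± 7.23 CPM, a log2 fold change of 7.39 (SE 0.804, adjusted p = 0.000699 from edgeR), and with CCl4 from 0.116 ± 0.109 to 10.5 ± 7.70 CPM, a log2 fold change of 6.38 (SE 1.29, adjusted p = 0.0238 from edgeR). The call for Gucy2c, CCl4 needed nearly all libraries. Its adjusted p from edgeR was 0.083, 0.0869 and 0.0835 without corn oil 5 ml/kg replicate 1, 2 and 3, and 0.0565 and 0.0547 without CCl4 replicate 2 and 3. Fits with fewer rats have less power, so no single liver is shown to carry the call. Car3, the carbonic anhydrase of male liver and muscle (chromosome 2 from 88126667 to 88135410), fell from 319.6 ± 125 to 0.884 ± 0.212 CPM with ANIT, a log2 fold change of -8.50 (SE 0.396, adjusted p = 3.99e-05 from edgeR), and had a log2 fold change of -6.90 with MDA (adjusted p = 0.00182). Its log2 fold change with CCl4 was -5.79 (adjusted p = 0.0127), and without CCl4 replicate 2 the adjusted p of Car3, CCl4 was 0.055. Stac3, an adaptor protein of muscle, had log2 fold changes of -7.12 with ANIT, -7.79 with CCl4 and -7.38 with MDA, and Mup5, a major urinary protein, had -7.19, -7.36 and -4.45 in the same order, with every adjusted p from edgeR at or below 0.00205. Of 14702 genes tested with ANIT, CCl4 and MDA, 349 were higher and 442 were lower with all 3. Of the first 10 components, the 3 treated livers lay wholly apart from their vehicles on 6 with ANIT, on 6 with CCl4, on 6 with MDA and on 2 with DCLF, where chance gives 10% of the components for 3 livers against 3 and 20% for the 3 against 2 of DCLF. The DCLF livers lay apart from the 2 water livers on PC7 (-10.8 to 16.6 against 16.8 to 22.0) and on PC8 (15.3 to 36.4 against -15.4 to -0.3). On PC1 they overlapped the water livers, at -48.4 and -45.7, and on PC2 they ranged from -1.05 to 27.2 against 1.37 and 1.58.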

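Livers given APAP changed in a small set of genes. Gsta3, an alpha-class glutathione S-transferase (chromosome 9 of Rat B6.0 from 27402381 to 27417023), rose from 3.81 ± 0.864 to 173 ± 22.3 CPM, a log2 fold change of 5.50 (SE 0.208, adjusted p = 2.4e-05 from edgeR). Elovl5, a fatty acid elongase, fell from 197 ± 23.0 to 66.4 ± 11.2 CPM, a log2 fold change of -1.57 (SE 0.156, adjusted p = 0.00471 from edgeR). On the first 2 components of all 26 livers the APAP and corn oil 2 ml/kg livers overlapped. Their scores ranged from -38.5 to -26.8 against -42.1 to -34.1 on PC1 and from -14.7 to 8.08 against -6.24 to 9.22 on PC2. When components were computed from the 11 livers of APAP, DCLF and their vehicles alone, the APAP livers lay between 23.0 and 56.8 and the corn oil livers between -11.0 and -8.82 on the first, which held 19.2% of the variance. In those 11 livers the APAP livers were apart on 2 components and the DCLF livers were apart only on PC8 and PC9.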

APAP-treated samples did not separate from their respective control samples with either microarray or RNA-Seq, reflecting the low level of gene expression changes, which was highly consistent with the lack of observed histopathological and serum chemistry findings (Supplementary Figures S1A–E and Supplementary Table S2). 

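Epoxide hydrolase 1 (Ephx1), which opens reactive epoxides, rose with APAP by a log2 fold change of 3.06 (SE 0.255, adjusted p = 0.00244 from edgeR), and Slc7a1, a transporter of cationic amino acids, rose by 2.37 (SE 0.249, adjusted p = 0.00569 from edgeR). Along the later components the APAP livers lay apart from the corn oil 2 ml/kg livers on PC3, with scores from 18.9 to 21.5 against -16.9 to 5.96, and on PC4, with scores from 17.4 to 50.3 against -1.95 to 8.45. They also lay apart on PC8, with scores from -3.65 to 29.8 against -23.2 to -4.18, and overlapped the corn oil livers on PC5, PC6, PC7, PC9 and PC10. PC3 held 6.19% of the variance, PC4 5.66%, PC5 4.07%, PC6 3.2%, PC7 2.98%, PC8 2.53%, PC9 2.36% and PC10 2.28%. With 3 livers against 3, chance alone parts the groups on 10% of components, so separation on a single component carries no test. One vehicle liver, corn oil 2 ml/kg replicate 3, had a PC7 score of 47.8 and a PC6 score of -31.4, beyond the scores of the other corn oil 2 ml/kg livers.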

The computed additional principal components, such as PC3 to PC10 for APAP on both RNA-Seq and microarray data also provided similar inseparable results (for example, PC3 7.69%, PC4 4.49%, PC5 3.56%, PC6 3.2%, PC7 3.2%, PC8 2.8%, PC9 2.7%, and PC10 2.7%).

**FIGURE 1:**
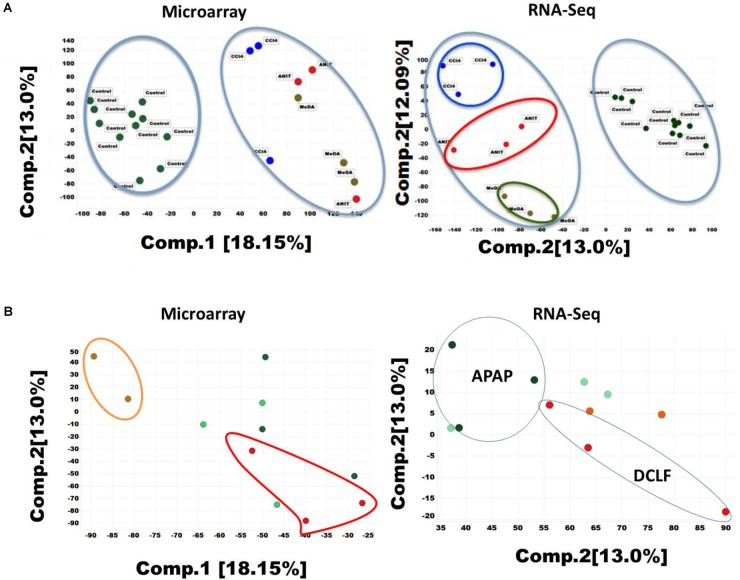
**(A)** Principal component analysis (PCA) of the RNA-seq and microarray dataset for 26 liver samples. (1) Two-component PCA for Microarray dataset of ANIT, MDA, and CCL_4_ (left) (2) RNA-Seq dataset of ANIT, MDA, and CCl_4_ (right). Percentages represent variance captured by each principal components 1 and 2 in each analysis. Controls are shown in green color circle and hepatotoxicants are colored differently. **(B)** Principal component analysis of APAP and DCLF liver samples (1) two-component analysis of microarray data for APAP and DCLF (left). The beige color represents water treated control samples. The red colored samples are DCLF treated. The light and dark green circles represent corn oil control and APAP treated samples respectively. (2) RNA-Seq data analysis on APAP and DCLF (right). The drug treated samples are shown within the closed circle or oval shaped ring.

### Absolute Gene Expression Concordance Between the RNA-Seq and Microarray Platforms

To identify a general linear relationship between the RNA-Seq counts to the corresponding microarray fluorescence intensities for all the expressed genes, a Spearman’s correlation coefficient was computed to check the data consistency between the two platforms (Figure 2, Comparison 1). A quantitative comparison of the relative raw expression profile of the 18,776 genes present in both platforms is shown in Figure 3 for livers treated with ANIT, APAP, MDA, DCLF, and CCl_4_. Encouragingly, the measured gene abundance derived from these two different gene expression methods showed a correlation of 0.65, 0.67, and 0.65 for ANIT, MDA, and CCl_4,_ respectively, indicating a good concordance between the platforms. However, the computed Spearman’s correlation for APAP and DCLF were 0.44 and 0.30, respectively, indicating a weak correlation between the platforms. An additional computational analysis on the APAP and DCLF gene expression datasets revealed the presence of significant variability for genes expressed at low absolute levels in the microarray platform, likely explaining, at least in part, the poorer correlation for these samples with minimal toxic changes (Supplementary Figures S2A,B).

**FIGURE 2:**
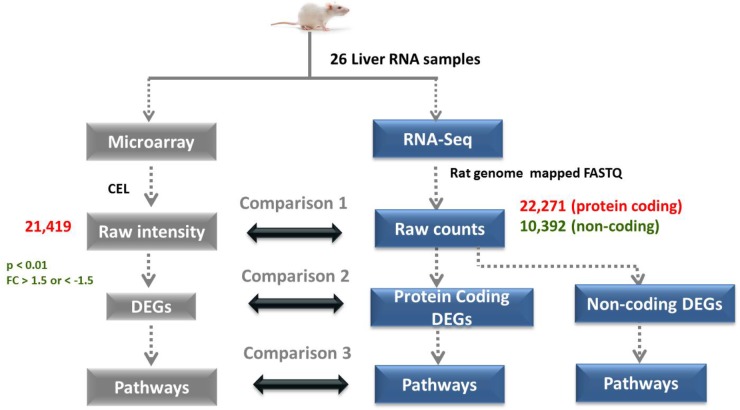
Overall computational process of RNA-Seq and microarray data analysis. 26 liver samples (15 drug treated and 11 controls) were assessed by microarray and RNA-Seq platform. Comparison at raw expression, differentially expression and pathway stages are indicated. A statistical criteria of *p* < 0.01 and FC < –1.5 or FC > 1.5 were used to obtain DEGs from raw expression data.

**FIGURE 3:**
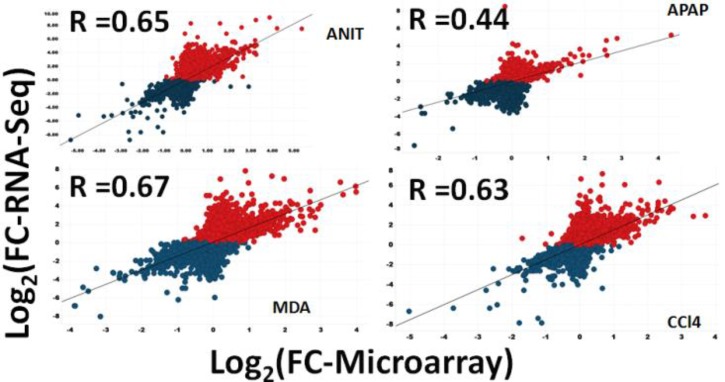
Scatter plot showing the relative expression levels of genes in terms of log_2_FCs for 18,776 consensus genes, determined by RNA-Seq and microarray. Log_2_FC is computed by taking average of three samples. Blue indicates RNA-Seq’s down-regulated and red is up-regulated protein coding genes. The graphs show that the overall FC dynamic ranges (log2 transformed) for 18,776 genes.

### DEGs Concordance Between the RNA-Seq and Microarray Platforms

The protein-coding DEGs identified by RNA-Seq and microarrays were compared (Figure 2, Comparison 2). Overall, the RNA-Seq platform captured a larger number of protein-coding DEGs compared to the microarray platform for all the tested hepatotoxicants (Table 1A: columns 4 and 7). 

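Cyp1a1, Lcn2 and Pnpla3 were among the largest rises with ANIT and Dhrs7l1 among the largest falls. Cyp1a1, a P450 induced through the aryl hydrocarbon receptor (ENSRNOG00000019500, chromosome 8 of Rat B6.0 from 62472095 to 62478147), rose from 0.456 ± 0.0114 to 241 ± 73.0 CPM, a log2 fold change of 9.02 (SE 0.345, adjusted p = 1.68e-05 from edgeR). Lcn2, the iron-binding acute phase protein lipocalin, rose by a log2 fold change of 8.10 (SE 1.39, adjusted p = 0.0092 from edgeR), and Pnpla3, a lipase of lipid droplets (chromosome 7 from 125034764 to 125055976), by 7.66 (SE 0.506, adjusted p = 0.000138 from edgeR). Dhrs7l1, a short-chain dehydrogenase, fell from 265 ± 58.9 to 2.22 ± 0.475 CPM, a log2 fold change of -6.89 (SE 0.245, adjusted p = 7.52e-06 from edgeR). Gpt, which encodes the alanine aminotransferase measured in serum (chromosome 7 from 117759083 to 117761931), fell in the liver from 126 ± 19.7 to 34.0 ± 1.87 CPM, a log2 fold change of -1.89 (SE 0.131, adjusted p = 5.57e-05 from edgeR). Of 15325 genes tested, 1939 were higher and 1367 were lower with ANIT, 3306 in all. At the paper's thresholds, applied to all genes and not to protein-coding genes alone, 3102 genes changed, 1807 higher and 1295 lower. The direction of these counts depended on the scaling, since with library sizes alone 3328 genes were higher and 744 lower, as the median log2 fold change of all tested genes moved from 0.015 with TMM to 0.30.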

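Unc5b, Shc4 and Ccdc92 were among the largest rises with CCl4 and Sult1c3 among the largest falls. Unc5b, a netrin receptor that p53 can induce (chromosome 20 of Rat B6.0 from 30339673 to 30406295), rose from 3.95 ± 1.16 to 84.2 ± 22.1 CPM, a log2 fold change of 4.40 (SE 0.277, adjusted p = 0.000373 from edgeR). Shc4, an adaptor of receptor tyrosine kinases, rose by a log2 fold change of 5.81 (SE 0.892, adjusted p = 0.006 from edgeR) and Ccdc92, a coiled-coil protein, by 4.61 (SE 0.536, adjusted p = 0.00225 from edgeR). Sult1c3, a sulfotransferase, fell from 390.0 ± 51.1 to 19.9 ± 11.8 CPM, a log2 fold change of -4.30 (SE 0.594, adjusted p = 0.00716 from edgeR), and Fmo1, a flavin monooxygenase, fell by 3.45 on the log2 scale (SE 0.294, adjusted p = 0.000964 from edgeR). The log2 fold change of Gpt was -0.03 (adjusted p = 0.938 from edgeR), which did not pass the test. Of 15307 genes tested, 1231 were higher and 1060 were lower, 2291 in all, and 2270 changed at the paper's thresholds (1219 higher, 1051 lower). Scaling by library sizes alone gave 4128 higher and 456 lower genes, with the median log2 fold change of all tested genes at 0.443 in place of 0.024.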

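MDA changed more genes than any other toxicant, with Tnc and Syt1 among the largest rises and Abcg5 and Cyp8b1 among the largest falls. Tnc, the matrix protein tenascin C (chromosome 5 of Rat B6.0 from 79789671 to 79874671), rose by a log2 fold change of 6.87 (SE 0.552, adjusted p = 0.000161 from edgeR), and Syt1, a calcium sensor of vesicle release (chromosome 7 from 50084060 to 50638798), by 7.83 (SE 0.755, adjusted p = 0.000209 from edgeR). Cyp2c24, a P450 (chromosome 1 from 258074860 to 258139176), rose from 0.676 ± 0.28 to 100.0 ± 30.8 CPM, a log2 fold change of 7.19 (SE 0.348, adjusted p = 2.84e-05 from edgeR). Cyp8b1, the hydroxylase that sets the share of cholic acid (chromosome 8 from 130548418 to 130550388), fell from 659.9 ± 201 to 14.9 ± 6.57 CPM, a log2 fold change of -5.47 (SE 0.424, adjusted p = 0.000205 from edgeR). Abcg5, a sterol exporter (chromosome 6 from 7935771 to 7961207), fell by 5.67 on the log2 scale (SE 0.369, adjusted p = 4.43e-05 from edgeR), and Asb15, a substrate adaptor of ubiquitin ligases, had a log2 fold change of -7.15 (SE 0.465, adjusted p = 4.43e-05 from edgeR). Gpt fell by 2.65 on the log2 scale (SE 0.372, adjusted p = 0.00226 from edgeR). Of 15235 genes tested, 2396 were higher and 1618 were lower, 4014 in all, and 3684 changed at the paper's thresholds (2177 higher, 1507 lower). With library sizes alone the counts were 4778 higher and 621 lower, at a median log2 fold change of all tested genes of 0.469 in place of 0.015.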

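Abcc3, Akr7a3 and Phgdh were among the largest rises with APAP, and with DCLF no gene passed the adjusted threshold in edgeR. Abcc3, an exporter of conjugates (chromosome 10 of Rat B6.0 from 82047863 to 82117109), rose with APAP from 2.24 ± 0.179 to 78.2 ± 19.8 CPM, a log2 fold change of 5.12 (SE 0.234, adjusted p = 6.44e-05 from edgeR). Akr7a3, an aldehyde reductase (chromosome 5 from 157801163 to 157813756), rose from 51.1 ± 6.98 to 1523 ± 201 CPM, a log2 fold change of 4.90 (SE 0.185, adjusted p = 2.4e-05 from edgeR), and Phgdh, the first enzyme of serine synthesis (chromosome 2 from 200484246 to 200513564), by 3.74 (SE 0.23, adjusted p = 0.000382 from edgeR). Oat, ornithine aminotransferase (chromosome 1 from 204562289 to 204582070), fell from 196 ± 46.1 to 53.4 ± 9.27 CPM, a log2 fold change of -1.88 (SE 0.2, adjusted p = 0.00666 from edgeR). With DCLF, Abcb4, the phospholipid exporter of the bile canaliculus (chromosome 4 from 22133521 to 22425515), had 164 ± 25.3 CPM against 269 ± 0.945 CPM in the 2 water livers, a log2 fold change of -0.72 (SE 0.151, adjusted p = 0.997 from edgeR), which did not pass the test, although it passed in DESeq2 (log2 fold change -0.734, adjusted p = 0.0122). Gpt had log2 fold changes of -0.24 with APAP (adjusted p = 0.667 from edgeR) and -0.26 with DCLF (adjusted p = 0.998 from edgeR), and neither passed the test. Of 14699 genes tested with APAP, 78 were higher and 24 were lower, 102 in all, and at the paper's thresholds 407 changed (252 higher, 155 lower). The count of 102 changed when 1 library was left out, to 49, 47 and 183 without corn oil 2 ml/kg replicate 1, 2 and 3, and to 45 and 54 without APAP replicate 1 and 2. Such fits have fewer rats and less power. Of 14675 genes tested with DCLF, 0 passed in edgeR, 0 in limma-voom and 22 in DESeq2, while 505 had an unadjusted p under 0.05 in edgeR. At the paper's thresholds 87 genes changed with DCLF (48 higher, 39 lower), where 105 had an unadjusted p under 0.01 at any fold and 147 would be expected with no effect. That count was 132, 134 and 131 without DCLF replicate 1, 2 and 3.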

The RNA-Seq platform identified a modulation of expression for 3139 (or 16.7% of the expressed protein-coding genes), 512 (2.7%), 3672 (19.5%), 2127 (9.5%), and 196 (1.0%) genes for ANIT, APAP, MDA, CCl_4_, MDA, and DCLF, respectively. In contrast, with the microarray platform, only 1014 (5.4% of the expressed protein-coding genes), 92 (0.4%), 1081 (5.7%), 689 (3.6%), and 16 (0.1%) of the total protein-coding sequences were differentially expressed for ANIT, APAP, MDA, CCl_4_, and DCLF, respectively. Hence for all tested hepatotoxicants, less than half of the DEGs were identified with microarrays compared to RNA-Seq. Of these, 785, 71, 824, 541, and 2 DEGs were also found to be differentially expressed in the RNA-Seq platform for ANIT, APAP, MDA, CCl_4_, and DCLF, respectively, resulting in an overlap of ∼78% between the two platforms except for DCLF (Figure 4 and Table 1B: column 4). The computed Spearman’s correlation for these overlapped DEGs of ANIT, APAP, MDA, and CCl_4_ were 0.83, 0.79, 0.70, and 0.83, respectively, revealing a significant concordance between the platforms. For more than 95% of these up- and down-regulated DEGs, both platforms showed a similar directionality in expression changes, further demonstrating the excellent concordance between the two platforms (Figure 5).

**Table 1a:** Summary of number of DEGs from RNA-Seq and Microarray.

Treatment	Microarray (up-regulated)	Microarray (down-regulated)	Microarray (total)	RNA-Seq (up-regulated)	RNA-Seq (down-regulated)	RNA-Seq (total)
ANIT	507	507	1014	1634	1505	3139
APAP	54	38	92	275	237	512
CCl_4_	361	328	689	1091	1036	2127
DCLF	3	13	16	93	103	196
MDA	569	512	1081	1899	1773	3672

**Table 1B:** Concordance of DEGs between RNA-Seq and microarray platforms.

Treatment	Microarray (total)	Overlapping DEGs with RNA-Seq	% of DEGs overlap
ANIT	1014	785	77
APAP	92	71	77
CCl_4_	689	541	78
DCLF	16	2	12
MDA	1081	824	76

**FIGURE 4:**
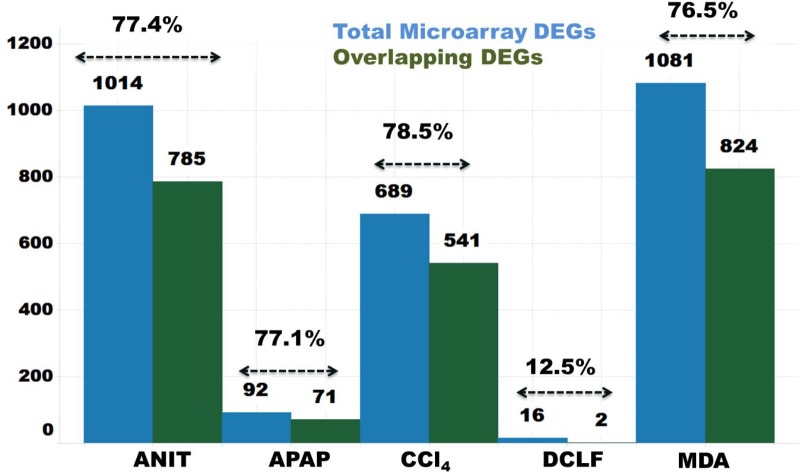
Concordance of protein-coding DEGs from RNA-Seq and Microarray. Blue and green bars indicate total number of microarray platform identified DEGs and number of inter-platform overlapping DEGs, respectively.

**FIGURE 5:**
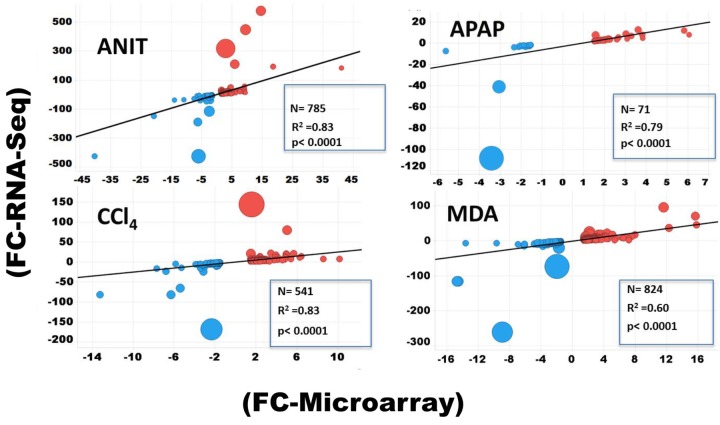
Spearman’s correlation plot for DEGs determined by RNA-Seq and microarray. Size of the filled circle is proportional to fold change difference (i.e., the larger the circle the bigger the FC difference). The blue and red spheres indicate down and upregulated DEGs, respectively.

The DEGs profiles in the ANIT, APAP, MDA, CCl_4_, and DCLF samples as detected by both platforms were also visually compared using a heatmap combined with two-way hierarchical clustering (Figure 6). The computed dendrogram shows three distinct groups for both microarray and RNA-Seq DEGs. In group 1, DEGs from the ANIT, MDA, and CCl_4_ samples clustered together, while the APAP and DCLF clustered separately in groups 2 and 3, consistent with the lack of obvious hepatotoxicity with these two toxicants. However, the DEGs from the ANIT and CCl_4_ samples were close to each other in group 1 with the RNA-Seq platform compared to the microarray platform, where the ANIT and MDA samples grouped together (Figure 6). This dendrogram also showed a comparable distribution of up- and down-regulated DEGs for ANIT, APAP, MDA, and CCl_4_ with both platforms, in spite of the fact that the set of DEGs that were up- and down-regulated with the two platforms was different.

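Gstm3 and Cyp2e1 show how the toxicants grouped. Gstm3, a mu-class glutathione S-transferase, rose by a log2 fold change of 5.76 with ANIT (SE 0.301, adjusted p = 4.72e-05 from edgeR), 3.04 with MDA (SE 0.286, adjusted p = 0.000209 from edgeR) and 2.57 with CCl4 (SE 0.244, adjusted p = 0.000737 from edgeR). Its log2 fold change was -1.17 with APAP (SE 0.364, adjusted p = 0.268 from edgeR) and 0.77 with DCLF (SE 0.532, adjusted p = 0.998 from edgeR), and neither passed the test. Cyp2e1, the P450 that activates CCl4 and APAP, fell by 2.50 with ANIT (adjusted p = 0.000364), by 2.11 with MDA (adjusted p = 0.0021) and by 1.02 with CCl4 (adjusted p = 0.0138) on the log2 scale in edgeR. With APAP its log2 fold change was 0.35 (adjusted p = 0.449) and with DCLF -0.19 (adjusted p = 0.998), and neither passed the test in edgeR. Clustering used the log2 fold changes of the 5835 genes changed with at least 1 toxicant, with 1 minus Pearson's r as distance and average linkage. ANIT and CCl4 joined first at a height of 0.279, MDA joined them at 0.401, APAP at 0.807 and DCLF at 0.928. Across these genes, which are not independent replicates, APAP correlated with ANIT, CCl4 and MDA at r = 0.147, 0.283 and 0.148, and DCLF with the same toxicants at 0.07, 0.071 and 0.12. The 2 toxicants APAP and DCLF correlated with each other at r = 0.026. With Euclidean distance and complete linkage, and with all vehicles pooled, APAP and DCLF joined each other. The paper proposes that the separate places of APAP and DCLF go along with the lack of obvious hepatotoxicity with both toxicants.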

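Fasn and Acly, enzymes of fatty acid synthesis, rose with both ANIT and CCl4. Fasn, the fatty acid synthase, rose from 19.0 ± 4.53 to 457 ± 117 CPM with ANIT, a log2 fold change of 4.59 (SE 0.272, adjusted p = 5.39e-05 from edgeR), and by 2.50 with CCl4 (SE 0.247, adjusted p = 0.00128 from edgeR). With MDA its log2 fold change was 0.95 (SE 0.215, adjusted p = 0.0108 from edgeR). Acly, the enzyme that supplies cytosolic acetyl-CoA, rose by 2.40 with ANIT (SE 0.121, adjusted p = 2.12e-05 from edgeR) and by 1.29 with CCl4 (SE 0.145, adjusted p = 0.00128 from edgeR), and with MDA its log2 fold change of 0.16 did not pass the test (SE 0.193, adjusted p = 0.56 from edgeR), although it passed with library sizes alone (log2 fold change 0.626, adjusted p = 0.0262). Of 12 genes of fatty acid synthesis, 10 were higher and 1 lower with ANIT, 7 higher and 1 lower with CCl4 and 6 higher and 1 lower with MDA (adjusted p = 1.82e-05, 0.00426 and 0.627 from camera; 0.414 with ANIT and 0.297 with CCl4 with an estimated correlation). Differences between toxicants in single genes were not tested. Of the genes tested with both, ANIT and CCl4 shared 561 higher genes, where independent lists would share 149.8, and 597 lower genes, where they would share 96.7. ANIT and MDA shared 1084 higher genes against 302 and 819 lower genes against 147, and CCl4 and MDA shared 479 against 188 and 580.0 against 115. The log2 fold changes of ANIT and CCl4 correlated across genes at r = 0.721 (Spearman 0.703), those of ANIT and MDA at 0.665 (Spearman 0.691) and those of CCl4 and MDA at 0.534 (Spearman 0.571). The order of the first pair rested on 1 library and on the vehicle. Without CCl4 replicate 2, ANIT and CCl4 correlated at 0.649 and ANIT and MDA, which then joined first, at 0.664. ANIT and CCl4 share their 3 corn oil vehicles, and 20 simulated pairs with shared controls and no effect correlated at a mean r of 0.504 (Spearman 0.474). Simulations without effects cannot give the r to expect of toxicants that change many genes. When CCl4 was compared with the corn oil 2 ml/kg livers instead, its correlation with ANIT was 0.585, below the 0.665 of ANIT and MDA. When ANIT was compared with those livers, the values were 0.659 for CCl4 and 0.712 for MDA. Both comparisons with the other vehicle were added after the data were seen.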

**FIGURE 6:**
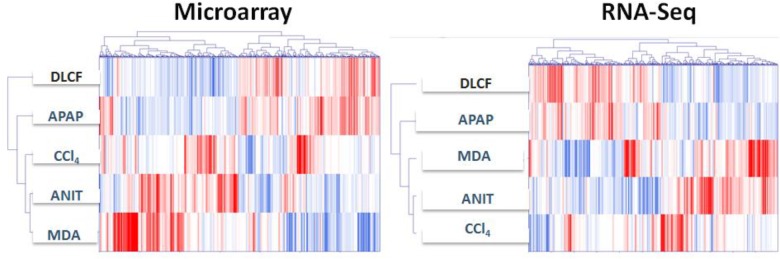
Hierarchically clustered genes (columns) and samples (rows) with dendrograms and clusters (blue colored bars). Red in the heatmap denotes upregulation while blue denotes downregulation.

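Cyp1a1 had the largest rise with ANIT and LOC100360095 (ENSRNOG00000043131, chromosome 8 of Rat B6.0 from 38150659 to 38154344) the largest fall among all genes at the paper's thresholds. Cyp1a1 had 2907 to 5972 counts per liver with ANIT against 7 to 9 with corn oil, a fold change of 519.7, and LOC100360095 had 3 to 27 counts against 5523 to 16079, a fold change of -613. With MDA the largest fall was that of Stac3 (chromosome 7 from 70807867 to 70815270), with 4 to 34 counts against 905 to 2550 and a fold change of -166. The other extremes by fitted fold change were genes with no count in 1 of the groups. For these a fold change is a lower bound computed against 3 counts over the group. Ranked by such bounds, genes with a count in both groups lay further out in several cases. These were Il5ra at 212 and Stac3 at -221 with CCl4, Syt1 at 228 with MDA, LOC103689993 at -46.6 with APAP and Syne4 at 40.6 with DCLF. Each had 0 to 1 count per library in its lower group and kept its fitted fold change, without the floor of 3 counts. Their places beyond the bounds may rest on that difference. With CCl4, Aldh18a1, an enzyme of proline synthesis (chromosome 1 from 259057402 to 259089642), had 45 to 143 counts against 0, at least 109-fold higher, and LOC100910235 had 0 against 35 to 131. With APAP, Cd99l2, a membrane protein of leukocyte migration (chromosome 15 from 5715592 to 5894854), had 131 to 224 counts against 0, at least 174-fold higher, and Faim, an inhibitor of apoptosis, had 0 against 32 to 49. With MDA, Celf5, an RNA-binding protein (chromosome 7 from 11095468 to 11119941), had 103 to 315 counts against 0, at least 181-fold higher. The counts of Aldh18a1, LOC100910235, Cd99l2, Faim and Celf5 are not whole in the table, and in libraries of other groups they ran from 0 to 179, 324, 222, 160.0 and 438, the last of these with ANIT. With DCLF the extremes were the unnamed genes ENSRNOG00000028235, with 9 to 18 counts against 0, and ENSRNOG00000048337, with 0 against 29 to 35, and their adjusted p values of 0.997 and 0.398 from edgeR did not pass. The calls for Aldh18a1, CCl4 (adjusted p = 0.00352 from edgeR) and Cd99l2, APAP (adjusted p = 0.0029 from edgeR) ended in a single fit over all libraries, at adjusted p values of 0.057 and 0.247, and that for Cd99l2, APAP also with all vehicles pooled, at 0.535.

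**Figure D2:**
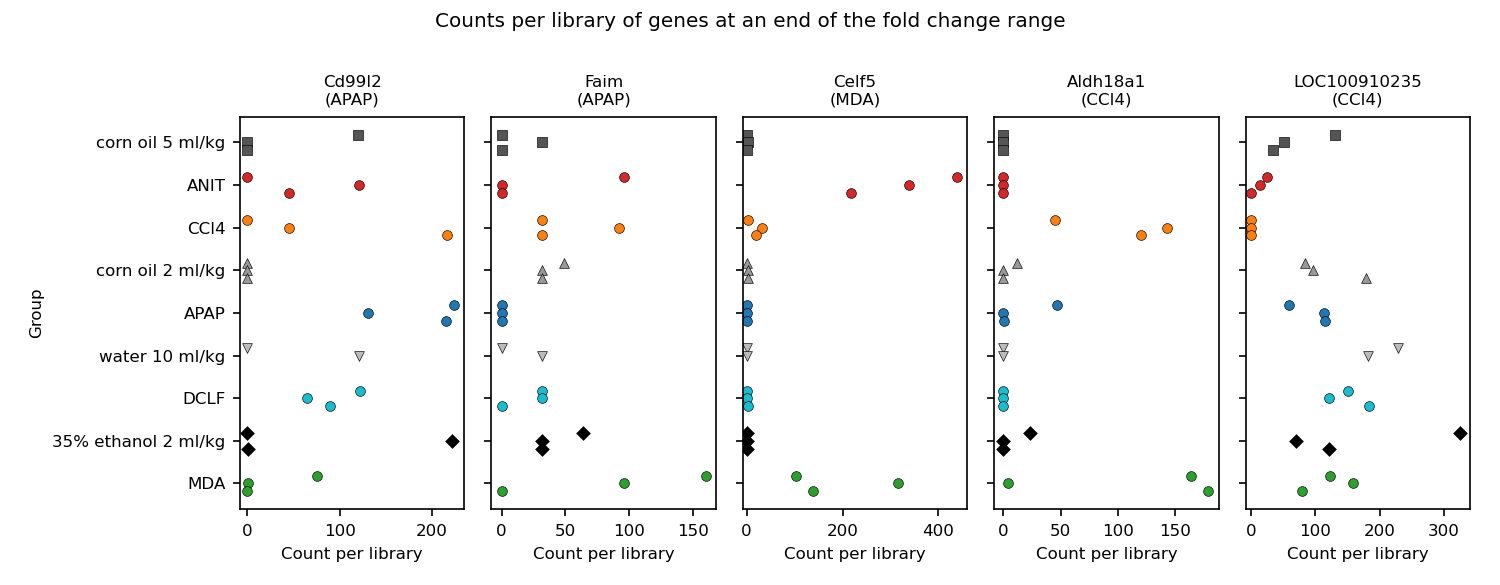
Counts per library of Cd99l2, Faim, Celf5, Aldh18a1 and LOC100910235 in each of the groups, with 1 point per liver. Cd99l2 has 131 to 224 counts with APAP and 0 with corn oil at 2 ml/kg, and reaches 222 in a vehicle library of another group.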

Table 1C compares the dynamic range of expression for the DEGs detected with the two platforms and supports the better performance of the RNA-Seq platform for the identification of genes across a broad expression range. Particularly, the computed FC values for 239, 10, 134, and 86 DEGs of ANIT, APAP, MDA, and CCl_4_, respectively were at least two times higher with RNA-Seq compared to microarrays, confirming the higher sensitivity of the RNA-Seq platform. Furthermore, with microarrays, the FC saturated at the high end and increased background noise was noted at the low end. Overall, these results showed that RNA-Seq is better at capturing the gene expression changes for genes expressed at overall low levels and more precise in quantifying expression changes for the highly dysregulated genes.

**Table 1C:** Comparison of dynamic range of RNA-Seq and microarray.

Treatment	Microarray Max FC	Microarray Min FC	RNA-Seq Max FC	RNA-Seq Min FC
ANIT	41	−40.2	577.5	−884.9
APAP	20.3	−6.3	363.8	−156.4
CCl_4_	12.9	−14.1	143.8	−262
DCLF	2.1	−3.4	50.9	−28.3
MDA	15.7	−15.1	226.5	−260.5

### Unique Protein Coding DEGs Detected by the RNA-Seq and Microarray Platforms

Differentially expressed genes that are common to both platforms were subtracted from the total number of protein coding DEGs identified in each platform (Table 1D: columns 3 and 4). RNA-Seq identified at least 10 times more unique DEGs compared to microarrays for all the tested hepatotoxicants (Table 1D, column 5).

**Table 1D:** Summary of DEGs unique to RNA-Seq and microarray platforms.

Treatment	Overlapping DEGs between RNA-Seq and microarray	Microarray unique (total microarray – overlapping DEGs)	RNA-Seq unique (total protein coding RNA-Seq – overlapping DEGs)	RNA-Seq/microarray
ANIT	785	229	2354	10.2
APAP	71	21	441	21.0
CCl_4_	541	148	1586	10.7
DCLF	2	14	194	13.8
MDA	824	257	2842	11.0

RNA-Seq-specific DEGs are those that were shown to be differentially modulated only with the RNA-Seq platform. To obtain a complete perspective on these RNA-Seq specific protein-coding DEGs, a statistical criterion of *p* < 0.01 with higher FC such as ±1.5, 3, and 10 were used to generate a comprehensive list of DEGs (Table 2). 

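Abcg8 and Ust5r with ANIT, Slc7a11 with CCl4 and Osmr with MDA were among the genes changed at least 10-fold. With ANIT, Abcg8, the partner of Abcg5 in sterol export, fell by 5.02 on the log2 scale (SE 0.484, adjusted p = 0.000511 from edgeR) and Ust5r, an organic anion transporter, by 4.56 (SE 0.219, adjusted p = 2.12e-05 from edgeR). With CCl4, Slc7a11, the cystine transporter (chromosome 2 of Rat B6.0 from 139453774 to 139528162), rose from 0.285 ± 0.277 to 7.20 ± 3.00 CPM, a log2 fold change of 4.58 (SE 0.587, adjusted p = 0.00277 from edgeR). With MDA, Osmr, the receptor of oncostatin M, rose by a log2 fold change of 4.51 (SE 0.499, adjusted p = 0.000938 from edgeR). Among all genes at an unadjusted p under 0.01, without a restriction to those that only sequencing found, 1102 with ANIT, 557 with CCl4, 108 with APAP, 28 with DCLF and 1316 with MDA changed at least 3-fold. At least 10-fold, the counts from the fitted fold changes were 314, 125, 31, 12 and 231 in the same order. These depended on the prior count and the filter, being 178, 65, 22, 3 and 113 with a prior count of 2, 82, 3 and 136 for CCl4, DCLF and MDA with a mean of at least 1 CPM in the higher group, and 83 and 6 for CCl4 and DCLF with edgeR's filter, while at least 3-fold DCLF had 16 with at least 1 CPM. With genes at 0 in a group set to their lower bound, a choice made after the data were seen, they were 282, 117, 24, 7 and 213. The counts of 28 and 12 with DCLF changed when 1 DCLF library was left out. They were 35 and 17 without DCLF replicate 1, 46 and 17 without DCLF replicate 2, and 39 and 21 without DCLF replicate 3.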

ANIT, APAP, CCl_4_, MDA, and DCLF treatment differentially regulated 1367, 218, 835, 1621, and 193 protein-coding genes, translating to 7.2, 1.1, 4.4, 8.6, and 1% of the total expressed protein-coding genes (with FC ±1.5 criteria), respectively. Our analysis also identified a set of DEGs that were uniquely detected with microarrays. ANIT, APAP, MDA, and CCl_4_ treatment differentially regulated the expression of 229, 21, 257, and 148 genes, translating to 1.2, 0.1, 1.3, and 0.7% of the total expressed protein-coding genes, respectively (Supplementary Excel File S1). 

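Most of the genes that the study found only with microarrays and that could be matched also changed in the counts. With ANIT, Pnpla7, a lysophospholipase, fell by 1.84 on the log2 scale (SE 0.139, adjusted p = 8.21e-05 from edgeR), Stmn1, a regulator of microtubules, rose by 1.96 (SE 0.237, adjusted p = 0.000866 from edgeR), and Calm3, a calmodulin, rose by 1.13 (SE 0.156, adjusted p = 0.00111 from edgeR). With APAP, Gsta5, a glutathione S-transferase, rose by 2.15 (SE 0.234, adjusted p = 0.00688 from edgeR), while Gsta2 (log2 fold change 1.38, adjusted p = 0.105) and Tm7sf2 (log2 fold change -0.81, adjusted p = 0.071) did not pass the test in edgeR but passed in DESeq2, at adjusted p values of 4.67e-05 and 0.000315. Of 229 probe sets for ANIT, 56 matched a named gene, and of the 57 genes tested all 57 had the direction of the microarray and 49 passed at an adjusted p under 0.05 with at least a 1.5-fold change (45 at the paper's thresholds). For MDA, 39 of 257 probe sets matched, and of 42 genes tested 42 had the same direction and 37 passed (35 at the paper's thresholds). For CCl4, 28 of 148 matched, and of 27 genes tested 27 had the same direction and 19 passed (19 at the paper's thresholds). For APAP, 5 of 21 matched, and of 7 genes tested 7 had the same direction and 2 passed (5 at the paper's thresholds). The count of 19 for CCl4 was 8 and 10 without corn oil 5 ml/kg replicate 2 and 3 and 12 without CCl4 replicate 2, and 12 in each of these at the paper's thresholds, and the count of 2 for APAP was 1 without corn oil 2 ml/kg replicate 1 or 2 or APAP replicate 2 and 6 in DESeq2. Of the matched probe sets 35 of 56 for ANIT, 30 of 39 for MDA, 13 of 28 for CCl4 and 2 of 5 for APAP carry several gene symbols, so a match can be to a related gene. Matched genes are not representative, because a name was available only where a table of the study lists the gene, and 28 of the 58 genes matched for ANIT, 30 of 42 for MDA, 4 of 7 for APAP and 1 of 29 for CCl4 are in the table of the same toxicant.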

The computed FC for these genes generally ranged only from −1.5 to 2.

**Table 2:** Summary of RNA-Seq platform specific protein-coding DEGs.

Treatment	Total No. of DEG with FC > 1.5 or < −1.5	Dynamic range	Total No. DEG with FC > 3.0 or < −3.0	Total No. of DEG with FC > 10 or < −10
ANIT	1367	(**−**25.8,112.6)	459	77
APAP	218	(**−**12,1,293.7)	65	5
CCl_4_	835	(**−**16.1,100.7)	180	21
DCLF	193	(**−**28.3,50.9)	110	22
MDA	1621	(**−**62.5,122.1)	507	68

### Impacted Canonical Pathways by DEGs Identified With the RNA-Seq and Microarray Platforms

A major goal of this study was to understand whether the biology of the DEGs detected by each platform would lead to a similar understanding of the mechanism of toxicity (Figure 2, Comparison 3). Hence, the DEGs of APAP, ANIT, MDA, DCLF and CCl_4_, identified with either platform were analyzed with IPA to identify statistically significant canonical pathways. Supplementary Tables S3A–D summarizes the top impacted pathways identified by RNA-Seq and microarrays for ANIT, MDA, CCl_4_, and APAP treatments. Many of the top scoring canonical pathways detected by microarrays and RNA-Seq were similar for the most part and were relevant to liver toxicity. However, RNA-Seq DEGs uniquely captured a few additional liver relevant canonical pathways (Supplementary Tables S3A–D, shown in italics). 

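Markers of bile duct cells and of fibrosis rose with ANIT and MDA. Krt7, a keratin of bile duct epithelium (chromosome 7 of Rat B6.0 from 143059764 to 143075907), rose by a log2 fold change of 5.27 with ANIT (SE 0.751, adjusted p = 0.00168 from edgeR) and 3.10 with MDA (SE 0.329, adjusted p = 0.000271 from edgeR). Krt8, a keratin of hepatocytes and duct cells, rose from 155 ± 4.29 to 824 ± 146 CPM with ANIT, a log2 fold change of 2.41 (SE 0.151, adjusted p = 3.99e-05 from edgeR). All 11 duct markers tested were higher with ANIT (adjusted p = 0.000606 from camera, adjusted p = 0.502 with an estimated correlation) and all 11 with MDA (adjusted p = 0.00357 from camera, adjusted p = 0.414 with an estimated correlation), the same when adjusted over the list alone. Among the members that other toxicants' tables name, 10 of 10 were higher with ANIT and 7 of 7 with MDA. With CCl4 3 of the 11 were higher (adjusted p = 0.483 from camera), and with APAP the list did not pass (adjusted p = 0.898 from camera). Postn, the matrix protein periostin (chromosome 2 from 143656793 to 143688087), rose by 5.19 with ANIT (SE 0.567, adjusted p = 0.000504 from edgeR) and 4.59 with MDA (SE 0.398, adjusted p = 0.000143 from edgeR), and Acta2, the smooth muscle actin of activated stellate cells (chromosome 1 from 252537615 to 252550394), rose by 2.93 with MDA (SE 0.165, adjusted p = 2.84e-05 from edgeR). Of 15 genes of stellate cells and fibrosis, 11 were higher and none lower with ANIT (12 higher when adjusted over the list alone; adjusted p = 0.000727 from camera, adjusted p = 0.454 with an estimated correlation), and 13 were higher and 1 lower with MDA (adjusted p = 0.000369 from camera, adjusted p = 0.442 with an estimated correlation). Among members named by others, 10 of 14 were higher with ANIT and 8 of 9 with MDA. With CCl4 2 of the 15 were higher and 1 lower (adjusted p = 0.484 from camera). With APAP the list passed as lower (adjusted p = 0.0183 from camera, adjusted p = 0.7 with an estimated correlation). There 1 of 14 tested was lower, and 0 of 13 among those named by others. Of all calls from camera at the preset correlation, 63 over the toxicants, only 2 hold with an estimated correlation, those of the NRF2 and NFE2L2 lists with APAP.

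**Figure D3:**
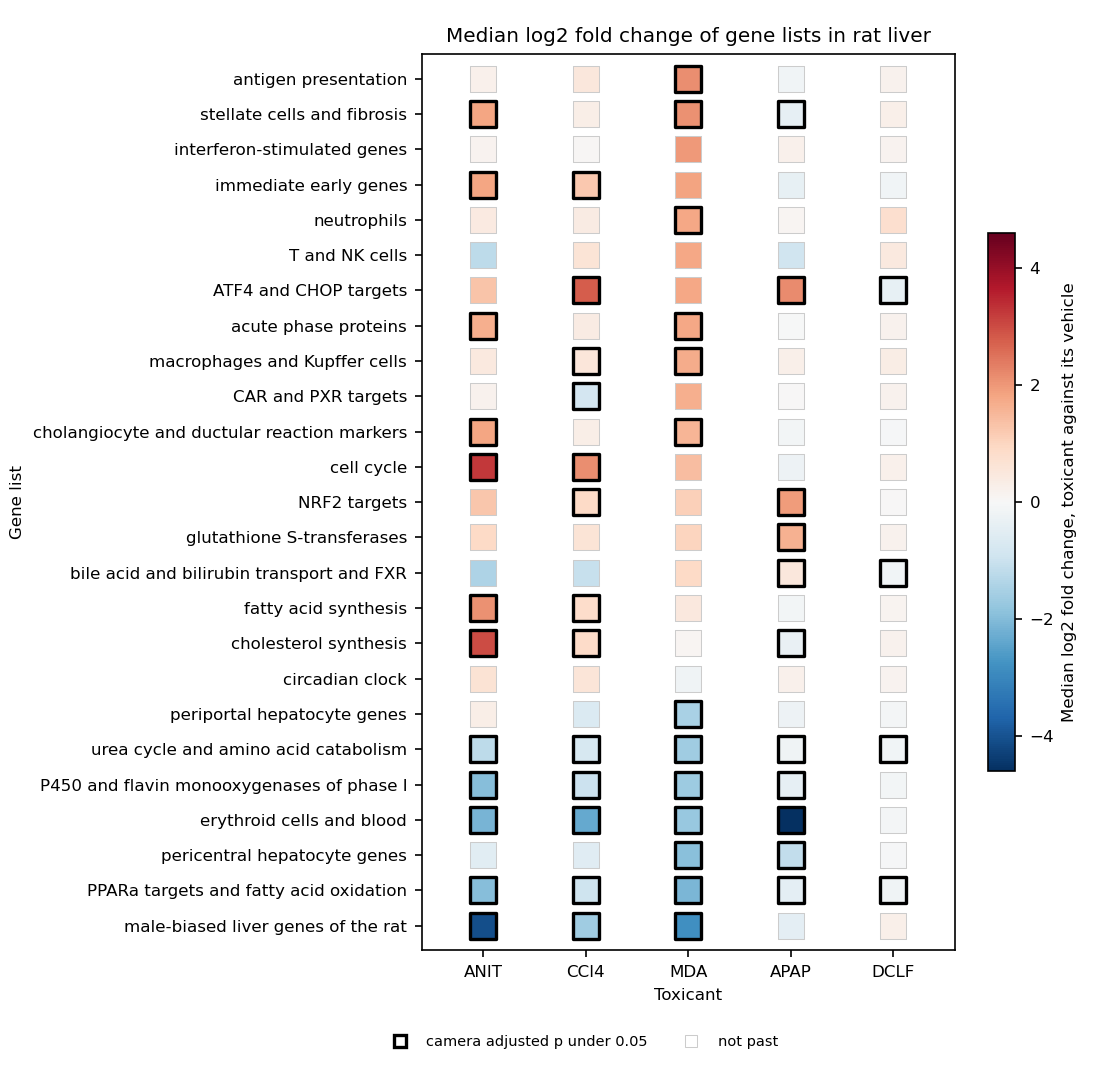
Median log2 fold change of the tested members of each gene list, with toxicants as columns, colour from blue (lower) to red (higher) and a black edge where camera's adjusted p was under 0.05. The markers of bile duct cells have medians of 1.83 with ANIT and 1.55 with MDA.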

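Genes of macrophages rose with MDA, and genes of the acute phase response rose with ANIT and MDA. Gpnmb, a glycoprotein of lipid-laden macrophages (chromosome 4 of Rat B6.0 from 78694447 to 78715683), rose by a log2 fold change of 3.60 with MDA (SE 0.298, adjusted p = 0.000181 from edgeR), and from 24.5 ± 2.86 to 147 ± 14.1 CPM with CCl4, a log2 fold change of 2.59 (SE 0.129, adjusted p = 0.000104 from edgeR). Lyz2, the lysozyme of macrophages, rose by 2.41 with MDA (SE 0.186, adjusted p = 0.000103 from edgeR) and Ncf1, a subunit of the phagocyte oxidase, by 2.12 (SE 0.167, adjusted p = 0.000109 from edgeR). Of 11 macrophage genes, 11 were higher with MDA (adjusted p = 0.000243 from camera, adjusted p = 0.442 with an estimated correlation), 2 of 2 among those named by others, and 3 of the same 11, all named by others, were higher and none lower with CCl4 (adjusted p = 0.0067 from camera, adjusted p = 0.442 with an estimated correlation). Of 7 neutrophil genes, 6 were higher with MDA (adjusted p = 0.0401 from camera, adjusted p = 0.414 with an estimated correlation), 2 of 3 among those named by others, a call that ended without 35% ethanol replicate 2 (adjusted p = 0.0744), and 2 were higher with ANIT (adjusted p = 0.415 from camera). Orm1, an acute phase glycoprotein, rose by 3.44 with ANIT (SE 0.353, adjusted p = 0.000463 from edgeR) and 2.48 with MDA (SE 0.392, adjusted p = 0.00287 from edgeR), and Lbp, the lipopolysaccharide-binding protein, by 1.80 with ANIT (SE 0.149, adjusted p = 0.000131 from edgeR). Of 6 acute phase genes, 6 were higher with ANIT, all 6 also among those named by others (adjusted p = 0.00875 from camera, adjusted p = 0.442 with an estimated correlation), and 5 with MDA (6 when adjusted over the list alone; adjusted p = 0.00136 from camera, adjusted p = 0.297 with an estimated correlation), 3 of 3 among those named by others.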

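Genes of cholesterol and fatty acid synthesis rose with ANIT and CCl4. Hmgcr, the enzyme that controls cholesterol synthesis (chromosome 2 of Rat B6.0 from 27480226 to 27500654), rose from 42.6 ± 5.37 to 614 ± 43.8 CPM with ANIT, a log2 fold change of 3.85 (SE 0.143, adjusted p = 7.52e-06 from edgeR), and from 44.7 ± 5.58 to 222 ± 5.06 CPM with CCl4, a log2 fold change of 2.31 (SE 0.119, adjusted p = 0.000104 from edgeR). Pcsk9, which directs the LDL receptor to degradation (chromosome 5 from 126031368 to 126053726), rose from 11.2 ± 2.11 to 215 ± 24.5 CPM with ANIT (adjusted p = 7.52e-06 from edgeR). All 21 genes of cholesterol synthesis were higher with ANIT, 3 of 3 among those named by others (median log2 fold change 2.99, adjusted p = 3.81e-19 from camera, adjusted p = 0.297 with an estimated correlation). With CCl4 14 were higher and none lower, with 1 lower when adjusted over the list alone and 2 of 3 higher among those named by others (median 0.86, adjusted p = 7.34e-07 from camera, adjusted p = 0.414 with an estimated correlation), and with MDA 3 were higher and 4 lower (adjusted p = 0.445 from camera). With APAP 1 was lower and none higher, all 21 of them named by others, with 6 lower when adjusted over the list alone (adjusted p = 0.00433 from camera, adjusted p = 0.473 with an estimated correlation), and without APAP replicate 3 the adjusted p from camera was 0.146. Of the 28 targets that the study assigned to SREBF2 with ANIT, 25 were higher and 3 lower (adjusted p = 5.68e-11 from camera, adjusted p = 0.297 with an estimated correlation), which is not independent evidence because the study chose them on these livers, and among the 8 named by others 5 were higher and 3 lower. Of 12 genes of fatty acid synthesis, 10 were higher and 1 lower with ANIT (adjusted p = 1.82e-05 from camera, adjusted p = 0.414 with an estimated correlation) and 7 higher and 1 lower with CCl4 (adjusted p = 0.00426 from camera, adjusted p = 0.297 with an estimated correlation), and with both 3 were higher and 1 lower among the 5 named by others. With MDA 6 of these 12 were higher and 1 lower (adjusted p = 0.627 from camera), and differences between toxicants were not tested. Acacb, a mitochondrial acetyl-CoA carboxylase, rose by 2.76 with ANIT (SE 0.177, adjusted p = 4.72e-05 from edgeR).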

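Genes of antigen presentation rose with MDA, and male-biased genes fell with ANIT and MDA. Ciita, the activator of MHC class II genes (chromosome 10 of Rat B6.0 from 5213350 to 5260608), rose by a log2 fold change of 2.39 with MDA (SE 0.252, adjusted p = 0.000266 from edgeR), and RT1-Bb, an MHC class II chain (chromosome 20 from 4039413 to 4049711), by 2.82 (SE 0.437, adjusted p = 0.00442 from edgeR). All 12 genes of antigen presentation were higher with MDA (adjusted p = 1.31e-05 from camera, adjusted p = 0.297 with an estimated correlation), and none of them is named by another toxicant's table. With MDA all 11 macrophage genes, 12 of 14 T and NK cell genes and 6 of 7 neutrophil genes were higher too. With ANIT 4 of the 12 genes of antigen presentation were higher (adjusted p = 0.918 from camera), and with CCl4 4 (adjusted p = 0.196 from camera). Cyp2c11, the main P450 of the male rat liver (chromosome 1 from 257970345 to 258004434), fell from 768 ± 199 to 18.2 ± 6.06 CPM with ANIT, a log2 fold change of -5.40 (SE 0.313, adjusted p = 5.34e-05 from edgeR), and fell by 3.02 with MDA (SE 0.31, adjusted p = 0.000297 from edgeR). Of 9 male-biased genes, 8 were lower with ANIT (adjusted p = 8.59e-09 from camera, adjusted p = 0.128 with an estimated correlation), 8 with MDA (adjusted p = 2.27e-05 from camera, adjusted p = 0.13 with an estimated correlation) and 3 with CCl4 (adjusted p = 0.000374 from camera, adjusted p = 0.414 with an estimated correlation), and 9, 9 and 5 when adjusted over the list alone. Among members named by others, 3 of 3 were lower with ANIT, 6 of 7 with MDA and 1 of 3 with CCl4. Hal, the first enzyme of histidine breakdown, fell by 3.02 with MDA (SE 0.28, adjusted p = 0.00024 from edgeR) and by 1.91 with CCl4 (SE 0.21, adjusted p = 0.00138 from edgeR). Of 12 genes of the urea cycle and amino acid catabolism, 12 were lower with MDA (adjusted p = 4.97e-07 from camera, adjusted p = 0.414 with an estimated correlation), 7 lower and 1 higher with ANIT (adjusted p = 0.00386 from camera, adjusted p = 0.561 with an estimated correlation) and 7 lower and 1 higher with CCl4 (adjusted p = 0.00136 from camera, adjusted p = 0.327 with an estimated correlation), with 6 of 6, 7 of 11 and 7 of 11 lower among those named by others. Of 17 P450 and flavin monooxygenase genes, 4 were higher and 11 lower with ANIT (adjusted p = 9.52e-05 from camera, adjusted p = 0.13 with an estimated correlation), 3 higher and 12 lower with MDA (adjusted p = 0.00766 from camera, adjusted p = 0.414 with an estimated correlation), and 3 higher and 7 lower with CCl4 (adjusted p = 0.0114 from camera, adjusted p = 0.414 with an estimated correlation). When adjusted over the list alone these were 5 and 11, 3 and 13, and 3 and 8, and among those named by others 1 higher and 6 lower of 9, 2 and 8 of 12, and 0 and 5 of 9.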

Finally, it is reassuring that the DEGs of each tested hepatotoxicants detected with the two different gene expression platforms captured distinct liver-associated pathways for each drug, further confirming their distinct mechanism of toxicity.

The IPA Upstream Regulator analytic was also used to identify potential transcriptional regulators. Results showed, for example that both microarray- and RNA-Seq-derived DEGs with ANIT predicted a total of 113 (35 inhibition and 78 activation) and 73 (15 inhibition and 68 activation) regulators in RNA-Seq and microarray, respectively. 

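Targets of PPARα fell and genes of cell division rose with ANIT. Crot, which moves shortened fatty acids out of the peroxisome (chromosome 4 of Rat B6.0 from 22081604 to 22116265), fell from 738 ± 222 to 89.5 ± 35.9 CPM, a log2 fold change of -3.04 (SE 0.346, adjusted p = 0.00103 from edgeR). Ehhadh, the bifunctional enzyme of peroxisomal oxidation, fell from 1642 ± 529 to 299 ± 37.8 CPM, a log2 fold change of -2.46 (SE 0.236, adjusted p = 0.000243 from edgeR), and Ech1, another enzyme of fatty acid oxidation, fell by 2.56 (SE 0.231, adjusted p = 0.000203 from edgeR). All 17 tested genes of PPARα targets and fatty acid oxidation were lower with ANIT, and 15 of 15 among those named by others (median log2 fold change -1.95, adjusted p = 1.3e-10 from camera, adjusted p = 0.326 with an estimated correlation). Rrm2, which makes deoxynucleotides for replication (chromosome 6 from 43884678 to 43889515), rose by 5.59 (SE 0.756, adjusted p = 0.00253 from edgeR), and Ccnb1, the cyclin of mitotic entry (chromosome 2 from 30783915 to 30791221), by 4.85 (SE 0.386, adjusted p = 0.000144 from edgeR). All 34 cell cycle genes were higher with ANIT, 4 of 4 among those named by others (median log2 fold change 3.24, adjusted p = 5.7e-12 from camera, adjusted p = 0.298 with an estimated correlation). With CCl4 6 of the 34 were higher, 22 when adjusted over the list alone and 0 of 4 among those named by others (adjusted p = 0.00195 from camera, adjusted p = 0.746 with an estimated correlation). With MDA 22 of the 34 were higher, 32 when adjusted over the list alone. Of the 37 targets that the study assigned to let-7 with ANIT, 34 were higher and 1 was lower (adjusted p = 1.74e-08 from camera, adjusted p = 0.128 with an estimated correlation), and among the 12 of them named by others 9 were higher and 1 was lower. The let-7 targets were chosen on these livers and are not independent evidence, and many of them are cell cycle genes. No list for OGA, miR-21 or AGT was tested.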

Key notable high scoring regulators included (i) PPARα inhibition (2) OGA inhibition (3) let-7 (miRNA) inhibition (4) miR-21 inhibition and (5) AGT activation for the DEGs identified for ANIT in both platforms (Supplementary Table S4A). 

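CCl4 raised genes of the integrated stress response, and MDA lowered genes of fatty acid oxidation. Tmed3, a cargo receptor of the secretory pathway (chromosome 8 of Rat B6.0 from 97075160 to 97083120), rose with CCl4 from 4.93 ± 0.613 to 67.7 ± 19.6 CPM, a log2 fold change of 3.78 (SE 0.252, adjusted p = 0.000373 from edgeR), and Slc7a1, an amino acid transporter, rose by 3.19 (SE 0.394, adjusted p = 0.00262 from edgeR). Of 12 targets of ATF4 and CHOP, 11 were higher with CCl4 and none was lower (median log2 fold change 2.79, adjusted p = 5.92e-06 from camera, adjusted p = 0.414 with an estimated correlation), and 9 of 10 among those named by others. Of 22 targets that the study assigned to ATF4 with CCl4, 18 were higher and 2 lower (19 higher when adjusted over the list alone; adjusted p = 9.16e-07 from camera, adjusted p = 0.297 with an estimated correlation), and of 12 assigned to ERN1, 9 were higher and 2 lower (3 lower when adjusted over the list alone; adjusted p = 0.00178 from camera, adjusted p = 0.252 with an estimated correlation). Both lists were chosen on these livers and are not independent evidence, and among those named by others 15 of 19 and 5 of 8 were higher and 2 lower in each. Fabp1, the fatty acid-binding protein of the liver (chromosome 4 from 99063181 to 99066954), fell with MDA from 1892 ± 199.5 to 220.3 ± 26.8 CPM, a log2 fold change of -3.10 (SE 0.174, adjusted p = 2.84e-05 from edgeR), and Angptl4, an inhibitor of lipoprotein lipase, fell by 3.42 (SE 0.245, adjusted p = 9.3e-05 from edgeR). All 17 genes of PPARα targets and fatty acid oxidation were lower with MDA, 11 of 11 among those named by others (median log2 fold change -2.11, adjusted p = 1.33e-15 from camera, adjusted p = 0.102 with an estimated correlation). With CCl4 10 of the 17 were lower and none higher (adjusted p = 5.92e-06 from camera, adjusted p = 0.514 with an estimated correlation), 9 of 15 among those named by others.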

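Targets of NRF2, the protein that NFE2L2 encodes, rose with APAP. Nqo1, a quinone reductase (chromosome 19 of Rat B6.0 from 38422164 to 38437180), rose from 29.2 ± 6.03 to 269.7 ± 30.8 CPM, a log2 fold change of 3.21 (SE 0.184, adjusted p = 0.000277 from edgeR), and Gstm1, a mu-class glutathione S-transferase, rose by 1.71 (SE 0.163, adjusted p = 0.00345 from edgeR). Of 15 NRF2 targets listed without reference to the study, 9 were higher and none was lower (14 higher when adjusted over the list alone; median log2 fold change 1.95, adjusted p = 1.75e-54 from camera, adjusted p = 0.0246 with an estimated correlation), and among the 10 named by other toxicants' tables 5 were higher. Of 26 targets that the study assigned to NFE2L2 with APAP, 13 were higher and 2 lower (21 and 5 when adjusted over the list alone; adjusted p = 8.43e-40 from camera, adjusted p = 0.049 with an estimated correlation), which is not independent evidence because the study chose them on these livers, and among the 15 named by others 6 were higher and 2 lower. Of 8 glutathione S-transferases, 5 were higher and none lower (7 higher and 1 lower when adjusted over the list alone; adjusted p = 2.23e-24 from camera, adjusted p = 0.0823 with an estimated correlation), 3 of 5 among those named by others. Of 12 targets of ATF4 and CHOP, 5 were higher, Phgdh among them, which is also an NFE2L2 target of the study, and none lower, all 12 named by others (8 higher when adjusted over the list alone; adjusted p = 1.12e-11 from camera, adjusted p = 0.128 with an estimated correlation). The NRF2 list with the other toxicants gave 10 higher and none lower of 15 with CCl4, 9 of 14 among those named by others (11 when adjusted over the list alone; adjusted p = 2.62e-05 from camera, adjusted p = 0.297 with an estimated correlation), 8 higher and 3 lower with ANIT (adjusted p = 0.339 from camera) and 9 higher and 1 lower with MDA (adjusted p = 0.0956 from camera).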

The top scoring regulators for MDA and CCl_4_ are listed in the Supplementary Tables S4B,C. For APAP, only NFE2L2 was predicted to be an upstream regulator. All the predicted upstream regulators (with z-score > 3 or < −3) for all the studied toxicants from microarray and RNA-Seq are listed in the Supplementary Excel Files S5A,B. Overall, these results indicate that the DEGs of RNA-Seq and microarray impacted similar upstream regulators. Additionally, the DEGs uniquely identified by RNA-Seq resulted in a few non-overlapping upstream regulators for the toxicants studied (Supplementary Excel File S6).

In a separate analysis, RNA-Seq and microarray specific DEGs (Table 1D- columns 3 and 4) were queried in IPA to identify statistically impacted canonical pathways. A large number of additional canonical pathways were identified by RNA-Seq alone (Supplementary Tables S5A,B). No additional statistically significant canonical pathways were identified by the microarray specific DEGs alone.

### Non-coding DEGs Detected by RNA-Seq

RNA-Seq can detect both protein-coding and non-coding DEGs in a single experiment. A total of 10,392 non-coding RNA transcripts were expressed in the rat liver samples. Of these, 3038 (29%), 1654 (15%), 1588 (15%), 1475 (14%), 803 (7%), and 612 (5.8%) transcripts were categorized as lncRNA, small nucleolar RNA (snoRNA), microRNA (miRNA), small nuclear RNA(snRNA), and pseudogene/processed pseudo genes, respectively. In total, 622 (i.e., 5.9% of the total expressed non-coding transcripts) were identified as differentially regulated by ANIT, APAP, CCl_4_, MDA, and DCLF combined (Figure 7). Table 3 summarizes the total number of non-coding DEGs along with the computed FC values for each category for each drug. APAP, ANIT, CCl_4_, MDA, and DCLF impacted the expression of 70, 167, 128, 177, and 80 non-coding genes, translating to 0.6, 1.6, 1.2, 1.7, and 0.7% of the total expressed non-coding transcriptome, respectively.

**FIGURE 7:**
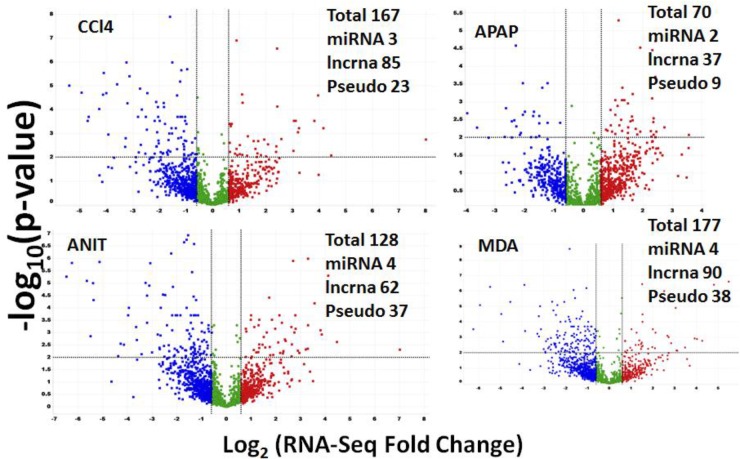
Volcano plot summarizing RNA-Seq specific non-coding DEGs. The red dots on the right top quadrant are significantly up-regulated non-coding DEGs and the dots within the top left quadrant shows highly down-regulated non-coding DEGs. Green color dots denote un-changed non-coding transcripts.

**Table 3:** Summary of RNA-Seq specific non-coding DEGs.

RNA-type	ANIT	APAP	CCl_4_	DCLF	MDA
lncRNA	85	37	62	26	90
Pseudogene	37	9	23	17	38
snRNA	4	3	4	9	1
miRNA	4	2	3	8	4
processed_pseudogene	9	5	13	8	15
snoRNA	9	4	5	6	2
rRNA	0	0	0	2	0
TEC	0	0	0	1	1
misc_RNA	4	3	3	1	3
processed_transcript	4	2	3	1	11
unprocessed_pseudogene	9	3	11	1	9
transcribed_processed_pseudogene	2	0	1	0	0
transcribed_unprocessed_pseudogene	0	0	0	0	2
Antisense	0	1	0	0	1
Ribozyme	0	1	0	0	0

Since the biology of lncRNAs is not clearly understood, we analyzed the *cis*-protein-coding DEGs of differentially expressed lncRNAs and inferred the potential biological insights for the significantly modulated lncRNAs. The closest protein-coding DEG to a differentially expressed lncRNA within the same chromosome is generally referred as the protein-coding “*cis*-gene” of a lncRNA. The highly impacted lncRNAs along with the nearest *cis*-DEGs for ANIT, APAP, MDA, CCl_4_, and DCLF are summarized in Supplementary Excel File S2. A total of 37, 62, 5, and 19 *cis*-DEGs were identified for ANIT, MDA, CCl_4_, and APAP, respectively (Supplementary Figures S3A–D and Supplementary Excel File S2). 

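Several lincRNAs lay beside a protein-coding gene that changed with ANIT. AABR07056638.1 (chromosome 7 of Rat B6.0 from 34321780 to 34325407) fell by 2.88 on the log2 scale and lies 680.0 bases from Hal, an enzyme of histidine breakdown, which fell by 2.26. AABR07059499.1 (chromosome 4 from 22048221 to 22069044) fell by 3.60 and lies 12560 bases from Crot, a peroxisomal carnitine acyltransferase. AABR07047256.1 (chromosome 5 from 25339368 to 25341042), which had no count with corn oil, lies 8886 bases from Gem, a small GTPase, which rose by 3.63 with ANIT and 4.04 with CCl4. Pairs also moved apart, as AABR07072511.1 fell by 5.59 while Slc25a4, the mitochondrial ADP/ATP carrier at 99578 bases, rose by 1.70. Each lincRNA past the paper's thresholds was paired with the nearest protein-coding gene past the same thresholds. Both came from the genes that the study lists for the same toxicant. Named lincRNAs that passed but are listed only for other toxicants, 5 with ANIT, 15 with CCl4 and 1 with APAP, were not paired. Nearer changed genes outside the list were not considered. For CCl4 that list holds 149 genes, and a partner lay up to 103400104 bases away. The smallest log2 fold change of a paired lincRNA or gene with CCl4, in either direction, was 3.04, so weaker neighbours had no part in these pairs. The pairing gave 27 pairs with 23 distinct genes for ANIT, 10 pairs with 8 genes for CCl4, 5 pairs for APAP and none for DCLF. With DCLF none of 69 named lincRNAs passed those thresholds in edgeR. For MDA no pairs were formed because the table at hand lacks its last part. Of the ANIT pairs, 24 were within 1 megabase and their median distance was 159507 bases, while 3 of the CCl4 pairs and 0 of the APAP pairs were that close. Pairs that share a gene, such as the pairs of Mreg and of LOC100360095, are not independent.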

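Within the pairs of a lincRNA and its nearest changed protein-coding gene, 17 of 27 moved the same way with ANIT. AC109891.1 fell by 1.69 on the log2 scale with Apon, 2029 bases away, which fell by 2.46, and AABR07000452.1 rose by 3.36 with Ect2l, 2949 bases away, which rose by 2.23. AABR07036556.1 fell by 3.99 while Acacb, 63223 bases away, rose. Across the 27 pairs the log2 fold changes gave Spearman's rho = 0.528 (permutation test, two-sided, p = 0.0054, adjusted p = 0.0162 over 3 toxicants) and Pearson's r = 0.439 (permutation test, p = 0.0209, adjusted p = 0.0627), where pairs are not independent replicates. Without corn oil 5 ml/kg replicate 3 the correlation with ANIT was 0.409 (permutation test, p = 0.0666). With CCl4, 7 of 10 pairs moved the same way, at rho = 0.055 (permutation test, p = 0.891) and r = 0.341 (permutation test, p = 0.412). The 5 pairs with APAP gave rho = 0.3 (exact permutation test, p = 0.683) and r = 0.663 (exact permutation test, p = 0.2), and the correlation was -0.8 without APAP replicate 3. The paper proposes that such a correlation may point to a possible relationship between a lincRNA and its neighbouring gene.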

The FC values for most of the highly modulated lncRNAs positively correlated with the expression of *cis-*DEGs, indicating possible relationship between the lncRNA’s and its cognate protein-coding mRNAs.

A simple query within IPA of the ANIT impacted 37 *cis*-DEGs showed that (1) histidine degradation III, IV, (2) Biotin-carboxyl carrier protein assembly, (3) folate degradation and (4) protein citrulination are possible impacted canonical pathways, revealing possible mechanistic information related to ANIT toxicity with these pathways. Moreover, 20 of these *cis*-DEGs are associated with liver hyperplasia/hyperproliferation. 

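The miRNA genes had few counts in these poly(A)-selected libraries. Of the 21 miRNA genes listed by the study, 2 reached the mean of 0.1 CPM needed for a test with the toxicant the study lists them for, and 0 of 2 passed the paper's thresholds in edgeR, limma-voom or DESeq2, at unadjusted p values of 0.0524 and 0.0503 in edgeR. AABR07024593.2 had 20 counts over the 3 livers with ANIT and 40 over the 3 corn oil livers, a log2 fold change of -1.17 (SE 0.519, adjusted p = 0.127 from edgeR). AABR07030590.1 had 16 counts with MDA and 26 with ethanol, a log2 fold change of -1.19 (SE 0.526, adjusted p = 0.118 from edgeR). AABR07027752.1 had 9 counts over the livers with CCl4 and 0 with corn oil, too few for a test at that filter. With every gene kept, all 21 had a p and none passed the adjusted threshold in edgeR, and in a single fit over all libraries 1 of 3 tested passed the paper's thresholds.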

Supplementary Excel File S3 summarizes the differentially regulated 21 miRNAs along with computed FC values. Of these, six miRNA’s have been annotated with liver biological function. The functionally annotated miRNAs include (1) mir3567 (MDA) and mir-6326 (MDA); (2) mir-let78 (DCLF); (3) mir3064 (APAP); (4) mir378b (ANIT); and (5) mir3791 (miR-122 family) (ANIT). 

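Mir3567 had 0 counts over the 3 livers with MDA and 6 over the 3 ethanol livers (0, 3 and 3), and Mir6326 had 1 and 7 (4, 1 and 2 in the ethanol livers). Mirlet7d had 0 counts with DCLF and 2 with water, and Mir3064 had 0 with APAP and 2 with corn oil at 2 ml/kg. None reached the mean of 0.1 CPM needed for a test, and with every gene kept the adjusted p values from edgeR were 0.102 for Mir3567, 0.142 for Mir6326, 0.975 for Mirlet7d and 0.736 for Mir3064, and none passed.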

The tested hepatotoxicants also differently modulated the expression of a total of 174 pseudogenes and processed pseudogenes, translating to 1.67% of the total differentially expressed non-coding transcripts (Supplementary Excel File S4).

## Discussion

The RNA-Seq and microarray platforms are fundamentally different from each other in terms of gene expression measurements. The former measures all RNA transcript counts, a direct measurement of gene expression, while the latter measures a fluorescence intensity that is due to hybridization with anti-sense probe sequences, an indirect measurement of gene expression. The advantage of RNA-Seq over microarrays is that it provides an unbiased insight into all transcripts (Zhao et al., 2014). Thus, RNA-Seq is generally reliable for accurately measuring gene expression level changes. Nevertheless, the key question is whether this improved reliability, accuracy, and sensitivity is sufficient to justify a switch from microarrays to RNA-Seq in the context of toxicogenomic studies.

Several studies have compared these two transcriptional profiling platforms for various purposes (Bottomly et al., 2011; van Delft et al., 2012; Merrick et al., 2013; Wang et al., 2014; Zhao et al., 2014). These studies overall indicate that: (1) a significantly larger number of DEGs and affected pathways can be detected with RNA-Seq compared to microarrays; (2) RNA-Seq has a wider dynamic range than microarrays; and (3) a reasonable concordance of DEGs (50–60%) exists between the two platforms. Our data are consistent with these studies in terms of overall acceptable concordance between the two platforms and regarding the higher sensitivity and better dynamic range observed with RNA-Seq. However, our study showed a higher level of concordance (>75%) between the two platforms compared to other studies. In addition, our study evaluated the potential utility of RNA-Seq for mechanistic toxicology investigations with more depth by using carefully selected hepatotoxicants with distinct mechanisms of toxicity and in a context relevant to the conduct of exploratory toxicology studies in the pharmaceutical industry.

There are at least three common approaches that map expression data from different platforms [RefSeq, Ensembl, University of California, Santa Cruz (UCSC)]. Additionally, some researchers align probe sequences to a recent release of the Genome or Transcriptome in an attempt to obtain the most up-to-date results. Many commercial vendors release updated annotation files (with varying degrees of regularity) in an attempt to keep these annotations current. Zhao and Zhang (2015) have comprehensively compared these different annotations within the context of the human genome. Abascal et al. (2018) have also compared the gene annotation from Ensembl, RefSeq, and UniprotKB and found an significant overlap of genes, suggesting annotations from different databases are somewhat in general agreement. Array Studio uses annotations from both Ensembl.R83 and RefSeq for gene identification from the microarray probes. For RNA-Seq transcripts, this tool uses Ensembl.R83 for gene identification. The identified genes from both platforms were used for comparison. It may be possible that a few genes have been missed by this annotation mismatch. However, within the context of toxicology studies, these annotation differences may play a limited role, as evidenced by the identification of similar biological pathways and upstream regulators identified with RNA-Seq and microarray DEGs.

An interrogation of the dynamic range values for the DEGs detected with the two platforms indicated that RNA-Seq has a dramatically larger dynamic range extending from 577- to −884-fold. In contrast, the dynamic range observed with microarrays ranged only from 41- to −40-fold. This appealing dynamic range feature of RNA-Seq effectively eliminated the saturation biases, which is inherent to microarray platforms. Consequently, RNA-Seq data have a tighter distribution of FC around 1.5, which drastically lowers the signal-to-noise ratios for genes expressed at low levels. Because of this sensitive nature, the RNA-Seq platform detected at least three times more protein-coding DEGs for all the hepatotoxicants compared to microarrays, in excellent agreement with reported platform comparison studies (Bohman et al., 2016). However, it should be noted that this observation is partly biased, since microarrays do not cover all possible cellular transcripts and since the gene coverage also differs across chip patterns.

The DEGs detected with RNA-Seq resulted in more significantly altered pathways compared to microarrays, which suggests that RNA-Seq provides more information about toxicant-induced transcriptomic perturbations. Nevertheless, there was also a significant overlap in the top modulated canonical pathways identified by the protein-coding DEGs of both platforms, and for the most part, the toxicological interpretation of these transcriptomic changes was quite similar, in agreement with observations by others (Su et al., 2011). However, the DEGs of RNA-Seq uniquely identified a few additional pathways compared to microarrays, demonstrating some additional benefits of RNA-Seq. For example, RNA-Seq-derived DEGs induced by ANIT treatment uniquely identified the PPARα/PXR pathway, in agreement with a previously reported study that revealed this connection (Cui et al., 2009).

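Cyp3a18, a PXR-regulated P450 (chromosome 12 of Rat B6.0 from 10636275 to 10684278), fell with ANIT from 676 ± 179 to 83.8 ± 30.4 CPM, a log2 fold change of -3.01 (SE 0.317, adjusted p = 0.000672 from edgeR). Cyp2b1, the P450 most responsive to CAR (chromosome 7 from 99142450 to 99181783), rose by 1.84 (SE 0.413, adjusted p = 0.02 from edgeR), a call that ended without corn oil 5 ml/kg replicate 1 (adjusted p = 0.0504) or ANIT replicate 1 or 2 (adjusted p = 0.064 and 0.0615). Of 7 tested targets of CAR and PXR, 3 were higher and 2 lower with ANIT. Their median log2 fold change was 0.196, while camera gave the direction as lower without passing (adjusted p = 0.632).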

Although pathway analyses using analytical tools like IPA help summarize and interpret the complex biology behind drug-induced transcriptomic perturbations, these analyses are also intrinsically biased by the published knowledgebase without consideration for potential institutional knowledge and omit alternate pathway routes for regulated DEGs. Pathway annotation is mostly a manual process and all genes and functional relationships are generally not yet fully covered. Moreover, the pathways are not universally defined and different tools identify different pathway results for the same datasets (Khatri et al., 2012). For example, in the current study, a significant number of highly regulated protein-coding DEGs identified with RNA-Seq and microarrays were not associated with any of the IPA annotated canonical pathways. Thus, the development of an analysis environment that exploits both canonical pathways and new extended network interactions may improve our understanding of the significance of highly regulated DEGs within the context of liver pathological processes (Cerami et al., 2010; Khatri et al., 2012). There has been tremendous progress in the pathway curation and integration process during the past few years and that progress has resulted in novel pathway tools (Fabregat et al., 2017; Huang et al., 2017; Uppal et al., 2017; Wang et al., 2017; Forsberg et al., 2018; Pittman et al., 2018; Ukmar et al., 2018). However, these tools are still highly fragmented and not integrated into a single framework for optimal DEGs analysis. Integration of multiple pathway analysis tools may be needed to better extract the comprehensive biological information present in the DEGs of RNA-Seq and microarrays.

An important advantage of RNA-Seq over microarrays is its ability to measure almost all types of RNAs in a single experiment. Recently, non-coding RNAs have generated significant interest in toxicological and biomarker research (Dempsey and Cui, 2016; Gong et al., 2016). These non-coding RNAs are not typically detected with standard microarray chips based on design, but can be captured and quantified by RNA-Seq. The RNA-Seq platform in our study uniquely identified a total of 622 differentially regulated non-coding transcripts for all toxicants combined (about 5.9% of the total expressed non-coding transcripts). These non-coding transcripts include miRNAs, miscRNAs and lncRNAs, pseudogenes, snRNAs, snoRNAs, and unprocessed transcripts. Despite this library preparation kit being optimized for mRNAs, we still detected these non-coding RNAs. This suggests that even more non-coding DEGs may be detected with an alternative library prep kit. 

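LincRNAs were detected at lower levels than protein-coding genes. The 127 named lincRNAs had a median of 0.195 CPM over all libraries (quartiles 0.0365 and 1.12), and 94 of them, 74%, lay under 1 CPM. The 2822 named protein-coding genes had a median of 2.64 CPM (quartiles 0.539 and 13.1), and 33.1% lay under 1 CPM. Biotypes could be matched only for the genes that the study's tables list with an ID, and its table of pseudogenes gives names without IDs, so pseudogenes, snRNAs and snoRNAs were not counted.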

The tested hepatotoxicants mainly impacted the expression of lncRNAs, pseudogenes and miRNAs and these have a potential for use as toxicity biomarkers and may offer additional mechanistic insight in some cases (Esteller, 2011; Ling et al., 2013).

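AABR07024870.1, among the more abundant lincRNAs (chromosome 16 of Rat B6.0 from 20231641 to 20236318), fell from 306.9 ± 73.6 to 87.4 ± 4.93 CPM with ANIT, a log2 fold change of -1.81 (SE 0.18, adjusted p = 0.000276 from edgeR). It fell by 1.60 with CCl4 (SE 0.197, adjusted p = 0.00196 from edgeR) and by 1.34 with MDA (SE 0.186, adjusted p = 0.000913 from edgeR). LOC102549948 rose by 4.71 with ANIT (SE 0.705, adjusted p = 0.00166 from edgeR) and by 5.85 with MDA (SE 0.769, adjusted p = 0.000706 from edgeR), and AABR07068043.1 fell by 6.78 with ANIT (SE 0.733, adjusted p = 0.000354 from edgeR). Of the named lincRNAs tested, 11 were higher and 24 lower of 83 with ANIT, 8 higher and 18 lower of 76 with CCl4, and 11 higher and 26 lower of 74 with MDA. With APAP 4 of 70 were higher and 2 were lower at the paper's thresholds, and none of them passed the adjusted threshold in edgeR. These lincRNAs are named because the study called them changed. Of those that only other toxicants' tables name, 5 of 47 passed at the paper's thresholds with ANIT, 15 of 66 with CCl4 and 3 of 19 with MDA. Unlike the counts for gene lists, these leave out every lincRNA listed for the toxicant itself. A low share is therefore built in. The functions of these lincRNAs are not given in the tables.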

Long non-coding RNA represent a new class of biologically important molecules with nucleotide length of > 200 bases (Kapranov et al., 2007). These non-coding RNAs are generally less stable and are expressed at lower levels compared to the protein coding mRNAs. The relative abundance of mRNAs is about 10 times greater than that of lncRNA (Djebali et al., 2012). Moreover, lncRNA expression is highly restricted to certain tissue types such as testis, heart, and liver (Derrien et al., 2012; Necsulea et al., 2014) and lncRNAs are localized within the chromatin compartment of the nucleus. Quantitatively, 80% of the expressed lncRNAs have been characterized as tissue specific, in contrast to <20% for mRNAs (Yan et al., 2013). The process of quantification of these low abundant tissue-specific lncRNA transcripts remains a challenging and on-going task.

Recent studies suggest that lncRNAs bind to chromatin, chromatin modifying proteins, certain transcription factors, and miRNAs. This binding event significantly regulates a wide range of mechanisms like epigenetic signaling, disrupting polymerase activities and altering miRNA stability (Baumgart et al., 2016). Additionally, it is now also well-accepted that lncRNAs are connected with various biological processes (Kung et al., 2013) and diseases (Schmitt and Chang, 2016; Hon et al., 2017). Thus, lncRNAs have been recognized as potential markers for liver injury (Takahashi et al., 2014) and could serve as potential toxicity biomarkers.

Long non-coding RNAs are generally identified using three established criteria, namely: (1) lack of an open reading frame; (2) sequence size of <200 bases; and (3) poor homology with sequences of known proteins (Jalali et al., 2015). Our study uniquely identified a total of 300 differentially regulated lncRNAs across all toxicants combined. Almost 50% of these lnRNAs displayed a large change in expression level (FC of −50 to 85 with *p* < 0.01). Although the biological function of these highly modulated lncRNAs is unclear, there have been a number of reports (Zhu et al., 2014) indicating a positive correlation between the expression of lncRNAs to the nearest protein-coding genes within the same chromosome as confirmed by our analysis. For example, ANIT upregulated the expression of AABR7003056.1 with a FC value of 3.09. 

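AABR07003056.1 (ENSRNOG00000055248, chromosome 1 of Rat B6.0 from 95430087 to 95432875) had 0, 2 and 3 counts in the livers with ANIT and 0 in each of the corn oil livers. It did not reach the mean of 0.1 CPM needed for a test, and a change was not detectable at this depth.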

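Ccne1, the cyclin that drives entry into S phase (ENSRNOG00000014786, chromosome 1 of Rat B6.0 from 94485832 to 94494980), had 51, 82 and 96 counts in the livers with ANIT and 9, 8 and 4 in the corn oil livers. It rose from 0.401 ± 0.149 to 4.00 ± 1.44 CPM, a fold change of 9.82 (SE 0.417 on the log2 scale, adjusted p = 0.000727 from edgeR). With CCl4 the log2 fold change of Ccne1 was 2.60 (SE 0.54, adjusted p = 0.013 from edgeR), a call that ended without corn oil 5 ml/kg replicate 3 (log2 fold change 2.33, adjusted p = 0.0519), and with MDA it was 0.90 and did not pass (SE 0.396, adjusted p = 0.117 from edgeR), but passed with library sizes alone (adjusted p = 0.0293) and with all vehicles pooled (adjusted p = 0.00629).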

The *cis*-gene of this lncRNA ccnE1 was also upregulated with a FC value of 7.9. Increased expression of ccnE1 has been reported in human and mouse liver fibrosis (Nevzorova et al., 2012). Perhaps the high expression of ccnE1 may have contributed to the observed liver effects for ANIT.

miRNAs are small non-coding RNA molecules (containing about 22 bases) that function in RNA silencing and post-transcriptional regulation of gene expression. While the majority of miRNAs are located within the cell, some miRNAs, commonly known as circulating or extracellular miRNAs, have also been found in the extracellular environment, including various biological fluids (Wang et al., 2009). During the past decade, miRNAs have generated a high level of interest in toxicology (Clarke et al., 2014; Krauskopf et al., 2015). miRNAs are not typically detected with standard microarray chips but can be identified and quantified as part of a standard RNA-Seq analysis. Our study identified a total of 21 differentially regulated miRNAs across all toxicants combined. For example, ANIT down-regulated miR3591 and miR378b (miR122 family) in rat liver. 

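Mir3591 had 0 counts over the 3 livers with ANIT and 8 over the 3 corn oil livers (6, 1 and 1), and 58 over all 26 libraries. With every gene kept its log2 fold change was -4.52 (adjusted p = 0.0807 from edgeR), which did not pass the test. Mir378b had 2 counts with ANIT (1, 1 and 0) and 0 with corn oil, a log2 fold change of 2.60 with every gene kept (adjusted p = 0.399 from edgeR), which did not pass either. The fold change that the study lists for Mir378b with ANIT, 1.72, is also a rise.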

ANIT treatment in mice for 48 h has been shown to reduce the expression of hepatocyte nuclear factor 1-alpha (Hnf1a) (Tanaka et al., 2009), consistent with our study where Hnf1a was down-regulated by both RNA-Seq and microarrays. Interestingly, miR3591 down-regulation correlates with *Hnf1a* gene down-regulation (Coulouarn et al., 2009) and this is also consistent with our study that showed miR3591 down-regulation.

Psesudogenes are generally produced through a wide range of mechanisms (Zhang et al., 2010). A spontaneous mutation in a protein-coding gene can generally prevent either transcription or translation of the gene, resulting in the formation of unitary pseudogene. Additionally, duplicated pseudogenes are also generated through a tandem doubling of certain sequences. These duplicated and unitary pseudogenes lose their protein-coding capability due to either the loss of promoters or mutations that create premature stop codons (Mighell et al., 2000) However, these pseudogene sequences are released from selection pressure and accumulate as non-gene-like features. These accumulated pseudogene sequences and their cognate protein coding genes form regulatory pairs that control each other’s activities (Kalyana-Sundaram et al., 2012). For example, knock-down of pseudogene ABCC6P1 has been shown to decrease the expression of its cognate protein-coding gene ABC66 (Pink et al., 2011), suggesting that pseudogenes can exert regulatory effects on their protein coding genes. The co-expression of pseudogenes and their cognate protein-coding genes have not been looked at thoroughly within the context of toxicity assessment in a single experiment, as pseudogenes probes are generally absent from typical microarray chips. Our RNA-Seq data identified a total of 174 pseudogenes with altered expression from all toxicants combined. The identification of a possible link between liver toxicity to these non-coding pseudogene/protein-coding gene regulatory pairs may give us an additional mechanistic insight into the roles of some of the highly impacted pseudogenes. Altogether, although it is premature to draw conclusions, it appears that measurement of non-protein-coding transcripts (lncRNAs, miRNAs, and pseudogenes) may provide some useful insights regarding mechanisms of liver toxicity. Future *in vitro* and *in vivo* studies are clearly necessary to further understand the utility for mechanistic molecular toxicology of these non-protein-coding diagnostic and prognostic transcripts.

Microarrays measure the expression of only pre-defined probes (genes) and typical arrays are designed to cover only a portion of protein-coding genes. Thus, it is currently impossible to detect regulation of non-coding genes (i.e., lncRNAs, miRNAs, and pseudogenes), other important novel RNAs and biologically relevant novel splice variants in addition to the complete protein-coding transcriptome in a single array experiment. Furthermore, hybridization can result in mismatch between probes and target molecules, leading to increased noise and higher likelihood of misidentified DEGs. Because of its added advantages, RNA-Seq is progressively replacing microarray technology for many transcriptomic applications (Lowe et al., 2017). However, microarrays still offer some advantages. Firstly, microarray data are more manageable in size: the size of RNA-Seq datasets is generally about >50 times larger depending on the sample size and sequencing depth. In the present study, we generated 39 and 0.5 GB of RNA-Seq and microarray data from the 26 samples, respectively, a difference of 78-fold in file size. Even for this simple prototype study, this massive amount of data introduced data management and analysis challenges. Secondly, the overall computation time, data storage and management time for a microarray experiment are much lower. Based on our experience, to completely process and summarize the DEGs from a set of microarray-generated gene expression data generally take hours, depending on the amount of transcriptional change in the experiment. Thirdly, a large number of toxicogenomic studies have been conducted during the past two decades in various R&D organizations, thereby generating large microarray-based transcriptomic datasets. These datasets complemented by public databases such as GEO, DrugMatrix and Array Express have created easily accessible and analyzable databases, which serve as a critical reference for new toxicogenomic data analytics and interpretation. In contrast, there are no such reference databases available for RNA-Seq data, which currently limits toxicogenomic data interpretation. There is a clear need to build these databases to better leverage microarray data to facilitate RNA-Seq data interpretation and to enable the seamless translation/comparison of RNA-Seq data and microarray data in the context of toxicogenomic studies. Fourthly, data processing and analyses are well-established with microarrays; in contrast, as RNA-Seq is still new and evolving, there is not yet a single standardized computational approach for performing an RNA-Seq data analysis. However, with the recent advancement in computing power, hardware and dedicated computational workflows, this limitation will become rapidly obsolete. Finally, cost has probably been an important consideration for not switching from microarrays to RNA-Seq for toxicogenomic studies. However, based on the current study, RNA-Seq data generation was about 1.5 times less expensive than with microarrays. Taken together, these findings suggest that RNA-Seq should provide a comprehensive picture of protein-coding and non-coding DEGs as well as a more complete list of impacted canonical pathways at a lesser cost than microarrays.

## Conclusion

The present study indicates that RNA-Seq is a good alternative to microarrays for toxicogenomic studies of rat liver. In addition of detecting the majority of trancriptomic perturbations observed with microarrays, RNA-Seq captured additional DEGs and canonical pathways relevant to liver toxicity. The wider dynamic range offered by RNA-Seq provides a higher level of sensitivity and accuracy, as well as the ability to detect expression changes in non-coding genes that may offer important new insights into xenobiotic-induced liver toxicity. Given the critical role of databases for the accurate interpretation of toxicogenomics studies and the fact that institutional and public databases are largely based on microarray data, generation of RNA-Seq-based databases and better translation of microarray databases for comparison to and interpretation of RNA-Seq data are needed. However, the improved sensitivity, accuracy and ability to evaluate non-coding genes of RNA-Seq may prove valuable for studies designed to investigate mechanisms of toxicity.

## Author Contributions

All authors are aware of the manuscript and have contributed significantly to its completion. In addition, all authors are employed at AbbVie and the appropriate disclosures are included on the title page along with keywords.

## Conflict of Interest Statement

All authors are employees of AbbVie. The design, study conduct, and financial support for this research was provided by AbbVie. AbbVie participated in the interpretation of data, review, and approval of the publication. The reviewer SA and handling Editor declared their shared affiliation.

## Supplementary Material

FIGURE S1 **(A)** ANIT and **(B)** MDA administration resulted in bile duct epithelial hyperplasia and hypertrophy with infiltration of neutrophils and mononuclear into periportal spaces. Neutrophils are particularly prominent in MDA toxicity, with many neutrophils in the bile duct lumina. The inset images demonstrate the cytologic features of bile duct epithelial hypertrophy. **(C)** CCl_4_ administration resulted in macrovesicular and microvesicular hepatocellular steatosis with a centrilobular distribution. The inset image demonstrates a vacuolated hepatocyte. **(D)** Diclofenac and **(E)** APAP, administration under the dosing regimen described did not result in histopathological evidence of hepatocellular or bile duct injury. The extent of vacuolization observed in some hepatocytes was not significantly different from untreated control. Insets for **(D,E)** demonstrate individual hepatocytes with cytoplasmic features not different from vehicle control. In each panel, the scale bar represents 100 μm for the large figure and 10 μm for the inset.

FIGURE S2 **(A,B)** Fold change variation between RNA-Seq and Microarray for low abundant genes of DCLF. **(A)** DEGs of DCLF: blue color bar denotes FC from microarray and red color shows FC difference between RNA-Seq and microarray. **(B)** Comparison of raw data of DCLF from RNA-Seq and Microarray. The red color line shows the genes that are highly regulated in RNA-Seq compared to microarray. The green line shows genes with comparable expression in both platforms.

FIGURE S3 Significantly modulated *cis-*genes of **(A)** ANIT **(B)** MDA **(C)** CCl_4_ and **(D)** APAP. X-axis denotes *cis*-gene name and Y-axis is log_2_ transformed fold change value.

TABLE S1 Summary of RNA-Seq alignment statistics.

TABLE S2 Summary of serum chemistries.

TABLE S3 **(A)** ANIT impacted canonical pathways. The second column is computed −log (*p*-value) for RNA-Seq and the third column is for microarray. The RNA-Seq and microarray specific pathways are shown in italics. **(B)** APAP impacted canonical pathways. The second column is computed −log (*p*-value) for RNA-Seq and the third column is for microarray. The RNA-Seq and microarray specific pathways are shown in italics. **(C)** MDA impacted canonical pathways. The second column is computed −log (*p*-value) for RNA-Seq and the third column is for microarray. The RNA-Seq and microarray specific pathways are shown in italics. **(D)** CCl_4_ impacted canonical pathways. The second column is computed −log (*p*-value) for RNA-Seq and the third column is for microarray. The RNA-Seq and microarray specific pathways are shown in italics.

TABLE S4 **(A–C)** Upstream regulator analysis using Ingenuity Pathway Analysis. Top upstream regulators predicted based on the genes that were significantly different for **(A)** ANIT, **(B)** MDA, and **(C)** CCl_4_ and MDA treatments in RNA-Seq and microarray platforms are shown in column 1. The computed activation score and *p*-value for microarray and RNA-Seq are given in columns 2–3 and 4–6, respectively.

TABLE S5 **(A)** Pathways impacted by RNA-Seq specific DEGs of ANIT and APAP. Columns 1 and 2 corresponds to ANIT and third and fourth for APAP. **(B)** Pathways impacted by RNA-Seq specific DEGs of CCl_4_ and MDA. Columns 1 and 2 corresponds to CCl_4_ and third and fourth for MDA.

FILE S1 Summary of microarray specific DEGs.

FILE S2 Summary of differentially regulated lncRNAs and *cis*-DEGs.

FILE S3 Summary of differentially regulated miRNAs.

FILE S4 Summary of differentially regulated pseudogenes.

FILE S5 Top scoring upstream regulators for DEGs of **(A)** RNA-Seq and **(B)** microarray.

FILE S6 Summary of upstream regulators for RNA-Seq specific DEGs.

# Supplementary material for: Comparison of RNA-Seq and Microarray Gene Expression Platforms for the Toxicogenomic Evaluation of Liver From Short-Term Rat Toxicity Studies
**Source:** Front Genet. 2019 Jan 22;9:636. doi: 10.3389/fgene.2018.00636
**Supplement:** TABLE S1 — Summary of RNA-Seq alignment statistics.

**Table-S1: Summary of RNA-Seq alignment statistics**

| **Treatment** | **Total Reads (in million)** | **Uniquely Mapped**  **%** | **Non-Uniquely Mapped**  **%** | **Unmapped**  **%** |
| --- | --- | --- | --- | --- |
| **ANIT** | **22.49291** | **89.8937** | **6.7264** | **3.3799** |
| **ANIT** | **22.393758** | **91.0423** | **5.5987** | **3.3589** |
| **ANIT** | **20.96917** | **90.5668** | **5.9509** | **3.4823** |
| **APAP** | **31.105789** | **88.1236** | **7.4945** | **4.3819** |
| **APAP** | **30.523475** | **87.9967** | **7.1386** | **4.8647** |
| **APAP** | **27.420817** | **88.1967** | **7.5197** | **4.2836** |
| **CCl4** | **23.763074** | **88.6818** | **7.4304** | **3.8878** |
| **CCl4** | **22.756447** | **87.5154** | **6.8524** | **5.6323** |
| **CCl4** | **22.519095** | **89.7335** | **6.898** | **3.3686** |
| **DCLF** | **29.820898** | **87.8152** | **7.8486** | **4.3362** |
| **DCLF** | **28.551528** | **88.9046** | **6.9993** | **4.0961** |
| **DCLF** | **27.591556** | **87.9115** | **7.8109** | **4.2776** |
| **MDA** | **32.970728** | **88.0684** | **6.9638** | **4.9678** |
| **MDA** | **27.979772** | **88.8731** | **6.7931** | **4.3338** |
| **MDA** | **27.367709** | **88.7812** | **6.6597** | **4.5591** |

# Supplementary material for: Comparison of RNA-Seq and Microarray Gene Expression Platforms for the Toxicogenomic Evaluation of Liver From Short-Term Rat Toxicity Studies
**Source:** Front Genet. 2019 Jan 22;9:636. doi: 10.3389/fgene.2018.00636
**Supplement:** TABLE S1 — Summary of RNA-Seq alignment statistics.

**Supplemental Table S3A:**  ANIT impacted canonical pathways. The second column is computed –log (p-value) for RNA-Seq and the third column is for microarray. The RNA-Seq and microarray specific pathways are shown in italics

|  | | **-log_10_(p-value)** | **-log_10_(p-value)** |  |  |
| --- | --- | --- | --- | --- | --- |
| **RNA-Seq and microarray DEGs impacted common pathways** | | | |  |  |
| Superpathway of Cholesterol Biosynthesis | 15.5 | | 20.9 |  |  |
| LPS/IL-1 Mediated Inhibition of RXR Function | 10.4 | | 12.5 |  |  |
| Cholesterol Biosynthesis I | 10.1 | | 10.6 |  |  |
| Cholesterol Biosynthesis II (via 24,25-dihydrolanosterol) | 10.1 | | 10.6 |  |  |
| Cholesterol Biosynthesis III (via Desmosterol) | 10.1 | | 10.6 |  |  |
| Acetone Degradation I (to Methylglyoxal) | 6.83 | | 5.82 |  |  |
| Bupropion Degradation | 6.77 | | 5.87 |  |  |
| Mevalonate Pathway I | 6.12 | | 10.3 |  |  |
| Ketogenesis | 6.08 | | 4.95 |  |  |
| Estrogen Biosynthesis | 6.95 | | 5.9 |  |  |
| **RNA-Seq and microarray DEGs impacted specific pathways** | | | | | |
| *Aryl Hydrocarbon Receptor Signaling* | *5.59* | | *Tryptophan Degradation III (Eukaryotic)* | | *5.65* |
| *Zymosterol Biosynthesis* | *4.68* | | *PXR/RXR Activation* | | *3.02* |
| *iNOS Signaling* | *3.15* | | *Stearate Biosynthesis I (Animals)* | | *3.28* |
| *Aryl Hydrocarbon Receptor Signaling* | *5.59* | |  |  |  |
| *Hepatic Cholestasis* | *3.35* | |  |  |  |
| *FXR/RXR Activation* | *4.68* | |  |  |  |
| *NRF2-mediated Oxidative Stress Response* | *3.05* | |  |  |  |
| *Ethanol degradation* | *3.23* | |  |  |  |
| *Antioxidant Action of Vitamin C* | *3.62* | |  |  |  |

**Supplemental Table S3B:**  APAP impacted canonical pathways. The second column is computed –log (p-value) for RNA-Seq and the third column is for microarray. The RNA-Seq and microarray specific pathways are shown in italics

|  | | **-log_10_(p-value) RNA-Seq** | **-log_10_(p-value) Microarray** |  |
| --- | --- | --- | --- | --- |
| **RNA-Seq and microarray DEGs impacted common pathways** | | | |  |
| NRF2-mediated Oxidative Stress Response | 10.7 | | 7.67 |  |
| Glutathione-mediated Detoxification | 9.63 | | 6.35 |  |
| LPS/IL-1 Mediated Inhibition of RXR Function | 5.73 | | 6.31 |  |
| Glutathione Redox Reactions I | 4.86 | | 5.48 |  |
| Aryl Hydrocarbon Receptor Signaling | 4.05 | | 4.91 |  |
| **RNA-Seq and microarray DEGs impacted specific pathways** | | | | |
| *Thioredoxin Pathway* | 3.51 | | *Superpathway of Cholesterol Biosynthesis* | *4.61* |
| *Antioxidant Action of Vitamin C* | *3.16* | | *Superpathway of Serine and Glycine Biosynthesis I* | *3.05* |
| *Glycogen Biosynthesis II (from UDP-D-Glucose)* | *2.43* | |  |  |
| *Pyrimidine Ribonucleotides De Novo Biosynthesis* | *2.48* | |  |  |

**Supplemental Table S3C:**  MDA impacted canonical pathways. The second column is computed –log (p-value) for RNA-Seq and the third column is for microarray. The RNA-Seq and microarray specific pathways are shown in italics

|  | | **-log_10_(p-value) RNA-Seq** | **-log_10_(p-value) Microarray** |  |
| --- | --- | --- | --- | --- |
| **RNA-Seq and microarray DEGs impacted common pathways** | | | |  |
| Leukocyte Extravasation Signaling | 14.6 | | 5.9 |  |
| Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes | 10.2 | | 5.1 |  |
| Agranulocyte Adhesion and Diapedesis | 8.1 | | 5.3 |  |
| PPARα/RXRα Activation | 5.8 | | 3.1 |  |
| Hepatic Cholestasis | 5.4 | | 3.5 |  |
| LXR/RXR Activation | 6.3 | | 6.8 |  |
| Hepatic Fibrosis / Hepatic Stellate Cell Activation | 4.5 | | 7.1 |  |
| Aryl Hydrocarbon Receptor Signaling | 3.8 | | 3.3 |  |
| Production of Nitric Oxide and Reactive Oxygen Species in Macrophages | 6.61 | | 3.6 |  |
| **RNA-Seq and microarray DEGs impacted specific pathways** | | | | |
| *Integrin Signaling* | 5.9 | | *Ethanol Degradation II* | *3.4* |
| *Sertoli Cell-Sertoli Cell Junction Signaling* | *4.4* | | *FXR/RXR Activation* | *4.9* |
| *Dendritic Cell Maturation* | *4.2* | |  |  |
| *RAR Activation* | *4.1* | |  |  |
| *RhoGDI Signaling* | *5.3* | |  |  |

**Supplemental Table S3D:**  CCl_4_ impacted canonical pathways. The second column is computed –log (p-value) for RNA-Seq and the third column is for microarray. The RNA-Seq and microarray specific pathways are shown in italics

|  | | **-log_10_(p-value)** | **-log_10_(p-value)** |  |  |
| --- | --- | --- | --- | --- | --- |
| **RNA-Seq and microarray DEGs impacted common pathways** | | | |  |  |
| EIF2 Signaling | 28 | | 20.9 |  |  |
| LPS/IL-1 Mediated Inhibition of RXR Function | 10.4 | | 12.5 |  |  |
| Regulation of eIF4 and p70S6K Signaling | 7.5 | | 10.6 |  |  |
| Unfolded protein response | 7.4 | | 10.6 |  |  |
| FXR/RXR Activation | 6.6 | | 10.6 |  |  |
| mTOR Signaling | 6.6 | | 5.82 |  |  |
| LXR/RXR Activation | 5.4 | | 10.3 |  |  |
| Superpathway of Cholesterol Biosynthesis | 4.9 | | 4.95 |  |  |
| PXR/RXR Activation | 3.8 | | 5.9 |  |  |
|  |  | |  |  |  |
| **RNA-Seq and microarray DEGs impacted specific pathways** | | | | | |
| *NRF2-mediated Oxidative Stress Response* | *5.6* | | *Bile Acid Biosynthesis, Neutral Pathway* | | *3.4* |
| *Estrogen Biosynthesis* | *3.2* | | *Ketogenesis* | | *3.2* |
| *Acetone Degradation I (to Methylglyoxal)* | *3.7* | | *Aryl Hydrocarbon Receptor Signaling* | | *3.2* |
| *Histidine Degradation III* | *3.5* | |  |  |  |
| *TR/RXR Activation* | *3.2* | |  |  |  |
| *Xenobiotic Metabolism Signaling* | *3.3* | |  |  |  |
| *Arginine Biosynthesis IV* | *3.2* | |  |  |  |
| *Endoplasmic Reticulum Stress Pathway* | *4.7* | |  |  |  |

# Supplementary material for: Comparison of RNA-Seq and Microarray Gene Expression Platforms for the Toxicogenomic Evaluation of Liver From Short-Term Rat Toxicity Studies
**Source:** Front Genet. 2019 Jan 22;9:636. doi: 10.3389/fgene.2018.00636
**Supplement:** TABLE S1 — Summary of RNA-Seq alignment statistics.

**Supplemental Table S4 A-C:** Upstream regulator analysis using Ingenuity Pathway Analysis. Top upstream regulators predicted based on the genes that were significantly different for A) ANIT, B) MDA and C) CCl_4_ and MDA treatments in RNA-Seq and microarray platforms are shown in column 1. The computed activation score and p-value for microarray and RNA-Seq are given in columns 2-3 and 4-6, respectively.

**Table S4 A**

| Upstream Regulator | Predicted Activation State | Activation z-score  (Microarray) | p-value  (Microarray) | Activation z-score  (RNA-Seq) | p-value  (RNA-Seq) |
| --- | --- | --- | --- | --- | --- |
| POR | Inhibited | -4.553 | 2.09E-27 | -4.563 | 1.94E-24 |
| PPARA | Inhibited | -4.363 | 1.51E-32 | -4.199 | 4.5E-32 |
| OGA | Inhibited | -3.606 | 2.23E-06 | -3.888 | 2.81E-05 |
| SMARCB1 | Inhibited | -3.466 | 3.98E-07 | -2.771 | 8.58E-16 |
| let-7 | Inhibited | -3.365 | 0.000175 | -5.358 | 1.94E-07 |
| mir-21 | Inhibited | -3.242 | 5.74E-06 | -3.78 | 1.38E-09 |
| miR-29b-3p | Inhibited | -3.233 | 0.00204 | -2.544 | 0.00339 |
| AGT | Activated | 4.414 | 9.53E-08 | 4.752 | 1.07E-08 |
| SREBF2 | Activated | 4.467 | 6.83E-20 | 4.953 | 2.74E-16 |
| CSF2 | Activated | 5.299 | 1.28E-11 | 6.298 | 9.94E-14 |

**Table S4 B**

| Upstream Regulator | Predicted Activation State | Activation z-score  (Microarray) | p-value  (Microarray) | Activation z-score  (RNA-Seq) | p-value  (RNA-Seq) |
| --- | --- | --- | --- | --- | --- |
| PPARA | Inhibited | -5.229 | 1.37E-26 | -4.432 | 8.36E-18 |
| Alpha catenin | Inhibited | -3.692 | 1.32E-07 | -4.442 | 7.12E-05 |
| HNF4A | Inhibited | -3.58 | 0.000327 | -3.261 | 0.00155 |
| PRDM1 | Inhibited | -3.353 | 0.00614 | -3.456 | 3.03E-05 |
| PPARGC1A | Inhibited | -3.235 | 6.39E-07 | -3.207 | 4.94E-05 |
| STAT1 | Activated | 5.091 | 3.45E-11 | 6.581 | 1.76E-09 |
| Interferon alpha | Activated | 5.482 | 1.46E-10 | 6.147 | 3.07E-08 |
| TNF | Activated | 5.66 | 6.04E-28 | 8.381 | 1.47E-36 |
| F2 | Activated | 5.688 | 1.11E-10 | 6.895 | 9.41E-11 |
| IFNG | Activated | 6.077 | 2.45E-24 | 9.496 | 1.11E-31 |

**Table S4 C**

| Upstream Regulator | Predicted Activation State | Activation z-score  (Microarray) | p-value  (Microarray) | Activation z-score  (RNA-Seq) | p-value  (RNA-Seq |
| --- | --- | --- | --- | --- | --- |
| RICTOR | Inhibited | -4.357 | 4.33E-06 | -5.546 | 5.81E-06 |
| INSIG1 | Inhibited | -3.504 | 5.5E-08 | -3.649 | 0.000193 |
| POR | Inhibited | -3.209 | 2.09E-10 | -3.488 | 3.03E-10 |
| HNF4A | Inhibited | -3.977 | 4.49E-10 | -3.386 | 1.06E-09 |
| ACOX1 | Inhibited | -4.239 | 3.48E-08 | -3.219 | 2.84E-10 |
| TCR | Activated | 3.655 | 0.0131 | 4.322 | 0.000104 |
| ERN1 | Activated | 3.228 | 4.23E-12 | 4.475 | 5.41E-17 |
| ATF4 | Activated | 4.231 | 7.48E-13 | 4.745 | 2.89E-14 |
| MYCN | Activated | 4.84 | 6.61E-16 | 4.777 | 1.4E-22 |
| XBP1 | Activated | 5.64 | 7.3E-25 | 7.219 | 7.21E-31 |

# Supplementary material for: Comparison of RNA-Seq and Microarray Gene Expression Platforms for the Toxicogenomic Evaluation of Liver From Short-Term Rat Toxicity Studies
**Source:** Front Genet. 2019 Jan 22;9:636. doi: 10.3389/fgene.2018.00636
**Supplement:** TABLE S1 — Summary of RNA-Seq alignment statistics.

Supplementary Table S2: Summary of serum chemistries

|  |  | **Na** | **K** | **Cl** | **CO2** | **Urea** | **Glu** | **Crea** | **Ca** | **Phos** | **TBil** | **TP** | **AlbG** | **Trig** | **Chol** | **AlkP** | **ALT-A** | **AST-A** | **GLDH** | **GLOB** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Treatment** |  | **mmol/L** | **mmol/L** | **mmol/L** | **mmol/L** | **mg/dL** | **mg/dL** | **mg/dL** | **mg/dL** | **mg/dL** | **mg/dL** | **g/dL** | **g/dL** | **mg/dL** | **mg/dL** | **U/L** | **U/L** | **U/L** | **U/L** | **g/dL** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Corn oil  (5 ml/kg) |  | 145 | 5.9 | 100 | 25 | 16 | 113 | 0.4 | 11.9 | 10.7 | 0.1 | 6.0 | 4.0 | 72 | 77 | 349 | 64 | 72 | 8 | 2.0 |
|  |  | 143 | 5.9 | 102 | 24 | 11 | 81 | 0.4 | 11.7 | 10.7 | 0.2 | 5.7 | 3.7 | 67 | 73 | 283 | 53 | 78 | 10 | 2.0 |
|  |  | 145 | 5.5 | 102 | 24 | 14 | 112 | 0.4 | 11.9 | 10.8 | 0.1 | 5.9 | 3.8 | 82 | 92 | 305 | 39 | 75 | 7 | 2.1 |
| **Mean  ± S.E.M.** |  | **144  ± 1** | **5.8  ± 0.1** | **101  ± 1** | **24  ± 0** | **14  ± 1** | **102  ± 11** | **0.4  ± 0.0** | **11.8  ± 0.1** | **10.7  ± 0.0** | **0.1  ± 0.0** | **5.9  ± 0.1** | **3.8  ± 0.1** | **74  ± 4** | **81  ± 6** | **312  ± 19** | **52  ± 7** | **75  ± 2** | **8  ± 1** | **2.0  ± 0.0** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Alpha-naphthyl isocyanate  (100 mg/kg) |  | 140 | 6.5 | 100 | 25 | 16 | 104 | 0.4 | 11.5 | 9.4 | 6.6 | 5.5 | 3.2 | 105 | 315 | 562 | 120 | 412 | 227 | 2.3 |
|  |  | 145 | 6.7 | 95 | 27 | 18 | 161 | 0.5 | 12.3 | 10.2 | 10.2 | 6.1 | 3.7 | 59 | 342 | 936 | 319 | 647 | 82 | 2.4 |
|  |  | 135 | 6.3 | 95 | 24 | 15 | 132 | 0.4 | 11.7 | 8.1 | 5.6 | 5.6 | 3.1 | 78 | 470 | 768 | 264 | 1158 | 886 | 2.5 |
| **Mean  ± S.E.M.** |  | **140  ± 3** | **6.5  ± 0.1** | **97  ± 2** | **25  ± 1** | **16  ± 1** | **132  ± 16** | **0.4  ± 0.0** | **11.8  ± 0.2** | **9.2  ± 0.6** | **7.5  ± 1.4** | **5.7  ± 0.2** | **3.3  ± 0.2** | **81  ± 13** | **376  ± 48** | **755  ± 108** | **234  ± 59** | **739  ± 220** | **398  ± 247** | **2.4  ± 0.1** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Carbon tetrachloride  (1582 mg/kg) |  | 143 | 7.9 | 105 | 23 | 17 | 130 | 0.5 | 11.4 | 12.1 | 0.1 | 5.4 | 3.5 | 11 | 12 | 738 | 204 | 395 | 131 | 1.9 |
|  |  | 143 | 7.4 | 102 | 23 | 21 | 117 | 0.5 | 12.1 | 12.7 | 0.3 | 5.4 | 3.5 | 26 | 11 | 730 | 394 | 506 | 235 | 1.9 |
|  |  | 142 | 8.0 | 104 | 23 | 22 | 127 | 0.5 | 12.2 | 11.4 | 0.2 | 6.1 | 3.9 | 13 | 39 | 640 | 462 | 735 | 166 | 2.2 |
| **Mean  ± S.E.M.** |  | **143  ± 0** | **7.8  ± 0.2** | **104  ± 1** | **23  ± 0** | **20  ± 2** | **125  ± 4** | **0.5  ± 0.0** | **11.9  ± 0.3** | **12.1  ± 0.4** | **0.2  ± 0.0** | **5.6  ± 0.2** | **3.6  ± 0.1** | **17  ± 5** | **21  ± 9** | **703  ± 31** | **353  ± 77** | **545  ± 100** | **177  ± 31** | **2.0  ± 0.1** |

Supplementary Table (continued).

|  |  | **Na** | **K** | **Cl** | **CO2** | **Urea** | **Glu** | **Crea** | **Ca** | **Phos** | **TBil** | **TP** | **AlbG** | **Trig** | **Chol** | **AlkP** | **ALT-A** | **AST-A** | **GLDH** | **GLOB** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Treatment** |  | **mmol/L** | **mmol/L** | **mmol/L** | **mmol/L** | **mg/dL** | **mg/dL** | **mg/dL** | **mg/dL** | **mg/dL** | **mg/dL** | **g/dL** | **g/dL** | **mg/dL** | **mg/dL** | **U/L** | **U/L** | **U/L** | **U/L** | **g/dL** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Water (10 ml/kg) |  | 144 | 5.4 | 103 | 28 | 15 | 106 | 0.5 | 10.6 | 9.4 | 0.1 | 5.7 | 2.9 | 49 | 85 | 130 | 52 | 110 | 27 | 2.8 |
|  |  | 144 | 7.2 | 104 | 26 | 16 | 166 | 0.5 | 11.4 | 10.5 | 0.1 | 6.4 | 3.2 | 38 | 65 | 149 | 52 | 109 | 18 | 3.2 |
| **Mean**  **± S.E.M.** |  | **144**  **± 0** | **6.3**  **± 0.9** | **104**  **± 1** | **27**  **± 1** | **16**  **± 1** | **136**  **± 30** | **0.5**  **± 0.0** | **11.0**  **± 0.4** | **10.0**  **± 0.6** | **0.1**  **± 0.0** | **6.1**  **± 0.4** | **3.1**  **± 0.2** | **44**  **± 6** | **75**  **± 10** | **140**  **± 10** | **52**  **± 0** | **110**  **± 1** | **23**  **± 5** | **3.0**  **± 0.2** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Corn oil (2 ml/kg) |  | 143 | 5.8 | 102 | 29 | 11 | 119 | 0.5 | 10.6 | 9.1 | 0.0 | 6.0 | 3.2 | 67 | 58 | 162 | 51 | 76 | 18 | 2.8 |
|  |  | 143 | 7.1 | 103 | 28 | 13 | 181 | 0.5 | 11.1 | 9.4 | 0.0 | 6.0 | 3.1 | 52 | 58 | 212 | 54 | 92 | 15 | 2.9 |
|  |  | 143 | 5.7 | 102 | 28 | 16 | 109 | 0.5 | 10.4 | 8.7 | 0.1 | 5.8 | 2.9 | 44 | 90 | 144 | 54 | 137 | 21 | 2.9 |
| **Mean**  **± S.E.M.** |  | **143**  **± 0** | **6.2**  **± 0.5** | **102**  **± 0** | **28**  **± 0** | **13**  **± 1** | **136**  **± 23** | **0.5**  **± 0.0** | **10.7**  **± 0.2** | **9.1**  **± 0.2** | **0.0**  **± 0.0** | **5.9**  **± 0.1** | **3.1**  **± 0.1** | **54**  **± 7** | **69**  **± 11** | **173**  **± 20** | **53**  **± 1** | **102**  **± 18** | **18**  **± 2** | **2.9**  **± 0.0** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Acetaminophen (1000 mg/kg) |  | 144 | 6.2 | 103 | 26 | 12 | 185 | 0.5 | 11.3 | 10.5 | 0.2 | 6.1 | 3.0 | 62 | 128 | 185 | 80 | 94 | 18 | 3.1 |
|  |  | 141 | 7.6 | 104 | 23 | 14 | 237 | 0.6 | 11.3 | 9.7 | 0.2 | 6.6 | 3.4 | 64 | 119 | 269 | 140 | 98 | 22 | 3.2 |
|  |  | 142 | 6.2 | 102 | 28 | 13 | 199 | 0.4 | 10.5 | 10.3 | 0.4 | 6.0 | 3.0 | 102 | 112 | 139 | 70 | 85 | 11 | 3.0 |
| **Mean**  **± S.E.M.** |  | **142**  **± 1** | **6.7**  **± 0.5** | **103**  **± 1** | **26**  **± 1** | **13**  **± 1** | **207**  **± 16** | **0.5**  **± 0.0** | **11.0**  **± 0.3** | **10.2**  **± 0.2** | **0.3**  **± 0.1** | **6.2**  **± 0.2** | **3.1**  **± 0.1** | **76**  **± 13** | **120**  **± 5** | **198**  **± 38** | **97**  **± 22** | **92**  **± 4** | **17**  **± 3** | **3.1**  **± 0.1** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Diclofenac (10 mg/kg) |  | 143 | 7.2 | 102 | 28 | 12 | 156 | 0.5 | 11.4 | 9.2 | 0.1 | 6.4 | 3.3 | 87 | 120 | 141 | 51 | 79 | 12 | 3.1 |
|  |  | 143 | 5.9 | 102 | 26 | 12 | 174 | 0.5 | 11.3 | 8.7 | 0.1 | 6.1 | 3.2 | 63 | 64 | 178 | 54 | 83 | 21 | 2.9 |
|  |  | 145 | 7.7 | 100 | 27 | 16 | 228 | 0.5 | 12.7 | 10.5 | 0.0 | 6.5 | 3.2 | 50 | 75 | 146 | 52 | 78 | 12 | 3.3 |
| **Mean**  **± S.E.M.** |  | **144**  **± 1** | **6.9**  **± 0.5** | **101**  **± 1** | **27**  **± 1** | **13**  **± 1** | **186**  **± 22** | **0.5**  **± 0.0** | **11.8**  **± 0.5** | **9.5**  **± 0.5** | **0.1**  **± 0.0** | **6.3**  **± 0.1** | **3.2**  **± 0.0** | **67**  **± 11** | **86**  **± 17** | **155**  **± 12** | **52**  **± 1** | **80**  **± 2** | **15**  **± 3** | **3.1**  **± 0.1** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Ethanol (6000 mg/kg) |  | 145 | 7.1 | 106 | 26 | 12 | 96 | 0.5 | 10.8 | 10.9 | 0.1 | 5.4 | 2.9 | 70 | 71 | 138 | 89 | 77 | 11 | 2.5 |
|  |  | 147 | 4.6 | 98 | 0 | 11 | 177 | 0.0 | 9.3 | 6.4 | 0.0 | 4.7 | 2.2 | 559 | 141 | 252 | 56 | 108 | 0 | 2.5 |
|  |  | 143 | 8.1 | 101 | 0 | 14 | 174 | 0.0 | 10.0 | 10.3 | 0.0 | 5.3 | 2.7 | 98 | 139 | 182 | 92 | 266 | 0 | 2.6 |
| **Mean**  **± S.E.M.** |  | **145**  **± 1** | **6.6**  **± 1.0** | **102**  **± 2** | **9**  **± 9** | **12**  **± 1** | **149**  **± 27** | **0.2**  **± 0.2** | **10.0**  **± 0.4** | **9.2**  **± 1.4** | **0.0**  **± 0.0** | **5.1**  **± 0.2** | **2.6**  **± 0.2** | **242**  **± 159** | **117**  **± 23** | **191**  **± 33** | **79**  **± 12** | **150**  **± 59** | **4**  **± 4** | **2.5**  **± 0.0** |

Supplementary Table (continued).

|  |  | **Na** | **K** | **Cl** | **CO2** | **Urea** | **Glu** | **Crea** | **Ca** | **Phos** | **TBil** | **TP** | **AlbG** | **Trig** | **Chol** | **AlkP** | **ALT-A** | **AST-A** | **GLDH** | **GLOB** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Treatment** |  | **mmol/L** | **mmol/L** | **mmol/L** | **mmol/L** | **mg/dL** | **mg/dL** | **mg/dL** | **mg/dL** | **mg/dL** | **mg/dL** | **g/dL** | **g/dL** | **mg/dL** | **mg/dL** | **U/L** | **U/L** | **U/L** | **U/L** | **g/dL** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| 35% Ethanol in water  (2 ml/kg) |  | 143 | 4.5 | 101 | 26 | 10 | 119 | 0.4 | 11.1 | 9.3 | 0.1 | 5.9 | 3.1 | 85 | 90 | 322 | 52 | 86 | 16 | 2.8 |
|  |  | 143 | 6.1 | 103 | 25 | 15 | 199 | 0.5 | 11.8 | 11.2 | 0.2 | 6.1 | 3.4 | 66 | 109 | 242 | 75 | 141 | 24 | 2.7 |
|  |  | 146 | 4.3 | 102 | 28 | 21 | 127 | 0.5 | 11.1 | 8.2 | 0.1 | 6.4 | 3.4 | 119 | 82 | 265 | 77 | 109 | 21 | 3.0 |
| **Mean**  **± S.E.M.** |  | **144**  **± 1** | **5.0**  **± 0.6** | **102**  **± 1** | **26**  **± 1** | **15**  **± 3** | **148**  **± 25** | **0.5**  **± 0.0** | **11.3**  **± 0.2** | **9.6**  **± 0.9** | **0.1**  **± 0.0** | **6.1**  **± 0.1** | **3.3**  **± 0.1** | **90**  **± 16** | **94**  **± 8** | **276**  **± 24** | **68**  **± 8** | **112**  **± 16** | **20**  **± 2** | **2.8**  **± 0.1** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Methylene dianiline  (25 mg/kg) |  | 143 | 6.7 | 101 | 28 | 13 | 215 | 0.5 | 11.9 | 10.8 | 0.2 | 5.6 | 3.2 | 35 | 77 | 282 | 53 | 68 | 17 | 2.4 |
|  |  | 141 | 7.4 | 102 | 25 | 12 | 196 | 0.5 | 11.8 | 11.2 | 0.1 | 6.1 | 3.4 | 63 | 159 | 270 | 67 | 80 | 18 | 2.7 |
|  |  | 143 | 5.9 | 103 | 24 | 13 | 221 | 0.4 | 12.1 | 10.1 |  | 6.0 | 3.3 | 104 | 108 | 239 | 52 | 70 | 18 | 2.7 |
| **Mean**  **± S.E.M.** |  | **142**  **± 1** | **6.7**  **± 0.4** | **102**  **± 1** | **26**  **± 1** | **13**  **± 0** | **211**  **± 8** | **0.5**  **± 0.0** | **11.9**  **± 0.1** | **10.7**  **± 0.3** | **0.1**  **± 0.0** | **5.9**  **± 0.2** | **3.3**  **± 0.1** | **67**  **± 20** | **115**  **± 24** | **264**  **± 13** | **57**  **± 5** | **73**  **± 4** | **18**  **± 0** | **2.6**  **± 0.1** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Methylene dianiline  (50 mg/kg) |  | 142 | 4.4 | 103 | 26 | 15 | 137 | 0.4 | 11.1 | 9.4 | 0.2 | 5.6 | 2.9 | 48 | 151 | 280 | 42 | 62 | 21 | 2.7 |
|  |  | 143 | 6.0 | 104 | 25 | 19 | 259 | 0.5 | 12.1 | 8.9 | 0.1 | 6.3 | 3.3 | 59 | 119 | 247 | 152 | 122 | 230 | 3.0 |
|  |  | 142 | 5.6 | 105 | 26 | 12 | 163 | 0.5 | 11.3 | 8.5 | 0.2 | 5.7 | 2.9 | 48 | 98 | 268 | 61 | 72 | 22 | 2.8 |
| **Mean**  **± S.E.M.** |  | **142**  **± 0** | **5.3**  **± 0.5** | **104**  **± 1** | **26**  **± 0** | **15**  **± 2** | **186**  **± 37** | **0.5**  **± 0.0** | **11.5**  **± 0.3** | **8.9**  **± 0.3** | **0.2**  **± 0.0** | **5.9**  **± 0.2** | **3.0**  **± 0.1** | **52**  **± 4** | **123**  **± 15** | **265**  **± 10** | **85**  **± 34** | **85**  **± 19** | **91**  **± 70** | **2.8**  **± 0.1** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Methylene dianiline  (100 mg/kg) |  | 143 | 6.1 | 103 | 23 | 13 | 189 | 0.5 | 12.7 | 9.1 | 0.6 | 5.6 | 2.5 | 40 | 125 | 402 | 208 | 284 | 100 | 3.1 |
|  |  | 142 | 5.7 | 102 | 27 | 17 | 175 | 0.5 | 11.9 | 6.9 | 2.2 | 5.8 | 2.8 | 83 | 222 | 728 | 222 | 503 | 62 | 3.0 |
|  |  | 143 | 5.7 | 104 | 26 | 16 | 167 | 0.5 | 12.0 | 9.2 | 0.8 | 5.5 | 2.6 | 59 | 172 | 419 | 150 | 312 | 101 | 2.9 |
| **Mean**  **± S.E.M.** |  | **143**  **± 0** | **5.8**  **± 0.1** | **103**  **± 1** | **25**  **± 1** | **15**  **± 1** | **177**  **± 6** | **0.5**  **± 0.0** | **12.2**  **± 0.3** | **8.4**  **± 0.8** | **1.2**  **± 0.5** | **5.6**  **± 0.1** | **2.6**  **± 0.1** | **61**  **± 12** | **173**  **± 28** | **516**  **± 106** | **193**  **± 22** | **366**  **± 69** | **88**  **± 13** | **3.0**  **± 0.1** |

# Supplementary material for: Comparison of RNA-Seq and Microarray Gene Expression Platforms for the Toxicogenomic Evaluation of Liver From Short-Term Rat Toxicity Studies
**Source:** Front Genet. 2019 Jan 22;9:636. doi: 10.3389/fgene.2018.00636
**Supplement:** TABLE S1 — Summary of RNA-Seq alignment statistics.

**Table-S5 A: Pathways impacted by RNA-Seq Specific DEGs of ANIT and APAP. Columns 1 and 2 corresponds to ANIT and third and fourth for APAP**

| **Canonical Pathways** | **-log(p-value)** | **Canonical Pathways** | **-log(p-value)** |
| --- | --- | --- | --- |
| LPS/IL-1 Mediated Inhibition of RXR Function | 7.63 | NRF2-mediated Oxidative Stress Response | 4.03 |
| Aryl Hydrocarbon Receptor Signaling | 7.27 | Glutathione-mediated Detoxification | 3.82 |
| Cell Cycle Control of Chromosomal Replication | 5.83 | Vitamin-C Transport | 3.79 |
| Bupropion Degradation | 5.73 | Thioredoxin Pathway | 3.75 |
| Acetone Degradation I (to Methylglyoxal) | 5.54 | tRNA Charging | 3.11 |
| Estrogen Biosynthesis | 5.35 | Pyrimidine Ribonucleotides De Novo Biosynthesis | 2.84 |
| PPARα/RXRα Activation | 5.33 | Heme Degradation | 2.59 |
| Acute Phase Response Signaling | 5.14 | Antioxidant Action of Vitamin C | 2.41 |
| Sertoli Cell-Sertoli Cell Junction Signaling | 5.06 | Proline Biosynthesis II (from Arginine) | 2.37 |
| RhoA Signaling | 4.79 | Myo-inositol Biosynthesis | 2.37 |
| Antioxidant Action of Vitamin C | 4.59 | GDP-glucose Biosynthesis | 2.37 |
| IL-1 Signaling | 4.41 | Inhibition of Matrix Metalloproteases | 2.26 |
| RAR Activation | 4.39 | Glucose and Glucose-1-phosphate Degradation | 2.2 |
| Axonal Guidance Signaling | 4.25 | Bladder Cancer Signaling | 2.19 |
| FXR/RXR Activation | 4.22 | Xenobiotic Metabolism Signaling | 2.15 |
| Xenobiotic Metabolism Signaling | 4.07 | Pyrimidine Ribonucleotides Interconversion | 2.09 |
| Role of BRCA1 in DNA Damage Response | 3.91 | Histidine Degradation III | 2.06 |
| NRF2-mediated Oxidative Stress Response | 3.89 | Glutathione Redox Reactions I | 1.97 |
| Role of CHK Proteins in Cell Cycle Checkpoint Control | 3.88 |  |  |

**Table-S5 B: Pathways impacted by RNA-Seq Specific DEGs of CCl_4_ and MDA. Columns 1 and 2 corresponds to CCl_4_ and third and fourth for MDA**

| **Canonical Pathways** | **-log(p-value)** | **Canonical Pathways** | **-log(p-value)** |
| --- | --- | --- | --- |
| EIF2 Signaling | 16.8 | Leukocyte Extravasation Signaling | 7.95 |
| Regulation of eIF4 and p70S6K Signaling | 7.12 | CD28 Signaling in T Helper Cells | 5.78 |
| mTOR Signaling | 6.77 | Epithelial Adherens Junction Signaling | 4.9 |
| LPS/IL-1 Mediated Inhibition of RXR Function | 5.37 | PPARα/RXRα Activation | 4.49 |
| Bupropion Degradation | 4.78 | Germ Cell-Sertoli Cell Junction Signaling | 4.28 |
| NRF2-mediated Oxidative Stress Response | 4.47 | p70S6K Signaling | 4.12 |
| Acetone Degradation I (to Methylglyoxal) | 3.86 | Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes | 4.12 |
| Germ Cell-Sertoli Cell Junction Signaling | 3.84 | Integrin Signaling | 4.1 |
| FXR/RXR Activation | 3.73 | Th2 Pathway | 4.07 |
| Estrogen Biosynthesis | 3.65 | Axonal Guidance Signaling | 3.92 |
| UDP-N-acetyl-D-glucosamine Biosynthesis II | 3.61 | IL-8 Signaling | 3.88 |
| Xenobiotic Metabolism Signaling | 3.42 | Tec Kinase Signaling | 3.87 |
| Folate Transformations I | 3.37 | Neuroinflammation Signaling Pathway | 3.8 |
| LXR/RXR Activation | 3.37 | Phagosome Formation | 3.76 |
| Superpathway of Melatonin Degradation | 3.17 | Hepatic Cholestasis | 3.69 |
| 14-3-3-mediated Signaling | 2.92 | 14-3-3-mediated Signaling | 3.63 |
| Melatonin Degradation I | 2.86 | Sertoli Cell-Sertoli Cell Junction Signaling | 3.54 |
| Histidine Degradation III | 2.82 | RAR Activation | 3.52 |

How the deposited data were processed for this re-analysis (not part of the article)

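RNA-Seq counts of 26 rat livers, 15 treated with ANIT, CCl4, APAP, DCLF or MDA and 11 with vehicle, were used as the authors deposited them. The authors aligned single-end reads to Rat B6.0 with OSA4 and estimated a count per Ensembl gene (release 83) by expectation-maximization, so the values are expected counts that need not be whole. The unit was checked on the file itself, where totals per library ran from 16387898 to 25792649 with a median of 21444125. The reads were not used, so alignment and counting were not repeated, and the microarray intensities were not used. Counting error limits genes with few counts, and 3 counts over a group were taken as the floor of a group at 0.

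Counts were rounded, and genes with a mean of at least 0.1 CPM over the libraries compared were tested. Each toxicant was compared with the vehicle of its own study with edgeR 4.0.16 (TMM normalization, robust quasi-likelihood test, prior count 0.125 for log2 fold changes), in R 4.3.3. Adjusted p values are from the Benjamini-Hochberg method over all genes tested for a toxicant. Groups held 3 rats, or 2 for water, and animal numbers do not pair them. The test was checked on simulated data of the same size and depth, in which edgeR recovered 88% to 98% of the 4-fold changes, 50% to 72% of the 2-fold changes and 6% to 22% of the 1.5-fold changes, and 19 of 154 calls were false in the data like ANIT, 14 of 156 like CCl4, 13 of 135 like APAP, 12 of 139 like DCLF and 11 of 144 like MDA, more than the 5% set. A call in these simulations needed only an adjusted p under 0.05, without the 1.5-fold limit used for the livers. The shares are therefore not those of the changed genes reported.

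Genes were named from the study's own tables of changed genes, which pair Ensembl IDs with symbols, positions and biotypes, and no other annotation of the rat genome was at hand. The genes named in the text are those the paper names, the 8 largest rises and 8 largest falls per toxicant (adjusted p under 0.05, at least 1.5-fold, a mean of at least 5 CPM in the higher group and no overlap between the groups), the 2 to 4 members with the largest change in each list described, and a few genes fixed in advance, among them Gpt. Genes of the microarray-only table and lincRNAs are named from the study's tables. Lists of genes were tested with camera in limma 3.58.1, over named genes only, with a preset correlation of 0.01, and again with an estimated correlation. They were also tested with fry, which asks another question, whether a list changed at all. Principal components were computed from log2 CPM with a prior count of 2 and no scaling, and their PC1 scores were compared between treated and vehicle livers with 1e+05 permutations of the labels. Toxicants were clustered by average linkage on 1 minus Pearson's r of log2 fold changes. LincRNAs were paired with the nearest changed protein-coding gene by the distance between their ends, both among genes the study lists for the same toxicant. Correlations over pairs were tested by permutation.

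Alternatives set in advance were DESeq2's size factors, library sizes alone, limma-voom, DESeq2 1.42.0, edgeR's own filter, no filter, 1 fit over all libraries, all 11 vehicles pooled, and leaving out each library in turn. For principal components they were scaled genes, genes with at least 1 CPM, the most variable genes and another prior count. For clustering they were all genes, Euclidean distance, Spearman's correlation, pooled vehicles and another prior count, and for the range of fold changes another prior count, filters and pooled vehicles.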

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

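The comparisons of ANIT and CCl4 with the other corn oil, the test of counts that are not whole and the test of residual blood were chosen only after their results were seen.

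Gucy2c was among the 8 largest rises with ANIT, CCl4 and MDA, at log2 fold changes of 8.52 with ANIT, 6.38 with CCl4 and 7.39 with MDA, and the text of the paper does not discuss it, though the study's tables list it. It had 0.111, 0.116 and 0.066 CPM with the vehicles of these comparisons, so the signal lies far above the control livers. The call for Gucy2c, CCl4 ended when 1 of several libraries was left out, at adjusted p values from 0.0547 to 0.0869. No explanation was tested for this gene.

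ANIT and CCl4 joined first in the clustering, at r = 0.721 across 5835 genes, where simulated pairs with shared controls and no effect gave a mean r of 0.504 (0.452 to 0.545). Both comparisons use the same 3 corn oil livers, whose noise enters both sets of fold changes. When either toxicant was set against the corn oil 2 ml/kg livers, the correlation of ANIT with CCl4 was 0.585 or 0.659, and ANIT and MDA, at 0.665 and 0.712, were then the closer pair. This may mean that shared controls gave part of the closeness, but the other vehicle comes from another study and another dose of oil, so the shared controls and the difference between studies cannot be told apart. The covariance does not settle which pair joins first. It was 1.074 for ANIT and CCl4, and 0.966 or 1.022 when 1 of them was set against the other corn oil. For ANIT and MDA, which share no controls, the covariance was larger, at 1.251, and at 1.246 or 1.401 in the same swaps. In 20 simulated pairs with shared controls and no effect it was at most 0.082, which is the part that noise alone gave there. Those pairs gave at most 1 shared call, which cannot be set against the 561 higher and 597 lower shared genes. Without an effect few genes are called at all, and the simulated r has the same limit. A like injury by both toxicants stays open as untested.

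Cd99l2 and Faim with APAP, Aldh18a1 and LOC100910235 with CCl4, Celf5 with MDA and a few more genes, 10 in all, had no count in one group and at least 20 in every library of the other. Of these 10, 80% had counts that are not whole, against 26.8% of 5109 genes of like level (Fisher's exact test, p = 0.000706). Cd99l2 reached 222 counts in a vehicle library of another group, and 5 of the 10 went against their direction in such libraries, while Celf5 stayed at 3 or below in the other vehicle libraries and also rose with ANIT, at a log2 fold change of 7.66 (adjusted p = 5.95e-05 from edgeR), which argues against counting as the whole source for that gene. A candidate explanation is reads shared among genes by the expectation-maximization counting, if these went to a related gene in some libraries and not in others, which would make their fold changes a matter of counting. Faim had 32 counts in some libraries of CCl4, DCLF, water, ethanol and both corn oils, and 96 in libraries of ANIT and MDA. Its other nonzero counts were 49, 64, 92 and 160. After rounding, all its nonzero counts except 49 and 92 were thus 32 or multiples of 32, steps that graded expression would not give. The source of these steps was not tested. A biological switch stays open, since the reads themselves were not at hand and a variant between animals was not tested.

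Hemoglobin genes had lower counts with APAP, although none of the 7 tested blood genes passed over all genes (5 were lower when adjusted over the list alone; adjusted p = 0.00319 from camera, adjusted p = 0.414 with an estimated correlation), as in Hba-a2 with 0.24, 0.50 and 11.7 CPM with APAP against 160.0, 115 and 76.5 CPM with corn oil, a gene that passed in DESeq2 (adjusted p = 0.0337) and in 4 other alternatives. The list was lower with other toxicants too, with 6 of 9 lower with ANIT (8 when adjusted over the list alone, 6 of 7 among those named by others; adjusted p = 0.00433 from camera, adjusted p = 0.358 with an estimated correlation), 3 of 9 with CCl4 (8 when adjusted over the list alone, 2 of 7 among those named by others; adjusted p = 0.00665 from camera, adjusted p = 0.531 with an estimated correlation) and 5 of 9 with MDA (5 of 8 among those named by others; adjusted p = 0.0314 from camera, adjusted p = 0.651 with an estimated correlation). The calls with ANIT and MDA ended in 1 fit over all libraries (adjusted p = 0.0563 and 0.14) and with pooled vehicles (adjusted p = 0.0602 and 0.175). With MDA the list did not pass in fry either (adjusted p = 0.0533), which tests it against no change and not against other genes. The median log2 fold change of the 7 tested blood genes was -4.59, and without any 1 library it stayed at or below -4.06 (without corn oil 2 ml/kg replicate 2), which argues against a single library as the source. Less residual blood in the lobe may be the source. The 6 neutrophil markers tested had a median of 0.077 but cannot decide this. They are few and low, and some, such as Ncf1 of the phagocyte oxidase, are not particular to neutrophils in blood. Slc4a1, a membrane protein of red cells, had a log2 fold change of 0.22. Residual blood and fewer red cells in the animal cannot be told apart, because no value here counts blood in the lobe.

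For ANIT, CCl4, APAP and MDA the 6 livers allow 10 splits, too few for a share under 0.05. The real split gave 3306, 2291, 102 and 4014 changed genes and the highest of the others 1, 0, 6 and 0, so that 1 split of the 10 was as large as the real one, the real one itself. With DCLF no gene was called in edgeR, and 3 rats against 2 were not split.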

How the results depend on the processing

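The tests without 1 library for the range of fold changes, the clustering, the microarray-only genes, the miRNAs and the lincRNA pairs, the lower bound of genes at 0, and the comparisons with the other corn oil were chosen only after the results were seen. No paired analysis was possible because animal numbers do not pair treated and vehicle rats.

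Counts of changed genes with ANIT and MDA stayed within 1.5 times the values reported under every alternative run, 2694 to 3134 and 3089 to 3700 without 1 library. With CCl4 the count of 2291 became 4584 with library sizes alone and 3502 with pooled vehicles, 1600 to 2468 without 1 library, and at the paper's thresholds 4025 with library sizes alone. With APAP the count of 102 became 344 in DESeq2, 245 in 1 fit over all libraries and 260 with pooled vehicles, and 45 to 183 without 1 library. With DCLF the count of 0 became 22 in DESeq2, 5 with no filter and 1 with pooled vehicles, 0 to 3 without 1 library, and at the paper's thresholds 86 to 134. Leaving out a water library leaves 1 rat, which is then assumed to vary like the others. The higher median of all genes under library sizes alone shows the cause of that setting's rise in higher genes, and the cause was not tested for the others.

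PC1 held 22.5% of the variance with scaled genes, 39.1% with genes of at least 1 CPM, 37.5% with the most variable genes, 23.9% with a prior count of 0.5 and 30.0% to 32.6% without 1 library, against 31.6%, and the treated livers scored higher in each. In the clustering APAP and DCLF joined each other with Euclidean distance and with pooled vehicles. The correlation of ANIT and CCl4, 0.721, does not depend on the distance, and was 0.704 with pooled vehicles and 0.649 to 0.751 without 1 library. Without CCl4 replicate 2 the pair ANIT and MDA joined first. The cause was not tested.

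The extremes of the fold changes depended on how genes with no count in a group are handled. With a prior count of 2 the highest and lowest were 47.1 and -122 with CCl4, 92.7 and -22.5 with APAP, 16.3 and -20.01 with DCLF, and the highest 131 with MDA. With pooled vehicles they were 404 (highest, ANIT), 304 and -1409 (CCl4), 307 (APAP), 22.6 (DCLF) and 302 (MDA). With genes at 0 at their lower bound they were 212 and -221 (CCl4), 174 and -46.6 (APAP), -42.0 (lowest, DCLF) and 228 (MDA), which shows that genes at 0 set these extremes. The values 212, -221, -46.6 and 228 are fitted ones of genes with 0 to 1 count per library in the lower group. No floor was applied to them. The values 92.7, -20.01, -1409 and 307 are fitted ones of genes at 0 in a group. Without 1 library the fitted highest ranged from 556 to 3419 with ANIT, 582 to 5728 with CCl4, 1257 to 1689 with APAP, 715 to 1379 with DCLF and 803 to 1560.0 with MDA, and the fitted lowest from -2909 to -486, -2111 to -417, -1047 to -273, -1230 to -299.9 and -486 to -139.8 in the same order. Most of these are genes at 0 in a group, whose fitted values depend on the prior count, and their lower bounds were 79.7 to 316, 89.0 to 534, 110.0 to 202.5, 40.2 to 85.1 and 114.5 to 233 at the highest end and -213 to -35.7, -151 to -42.2, -86.9 to -28.3, -164 to -27.3 and -34.9 to -20.4 at the lowest, in the same order. Genes with counts in both groups gave 609.5 and 917 (highest, ANIT), -816 to -488 (lowest, ANIT), -1047 (lowest, APAP) and -469.5 to -139.8 (lowest, MDA).

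Of 347 results for named genes, 229 kept their call in every alternative and 113 lost it in at least 1, and none reversed. Of the other 5, which had no call, Gpt with CCl4 and DCLF and Ccne1 with APAP and DCLF changed sign without a call, and Ccne1 with MDA gained one. Of the genes outside the 347 that the text gives as not called, Abcb4 with DCLF gained a call in DESeq2 (adjusted p = 0.0122), Acly with MDA with library sizes alone (0.0262), Gsta2 with APAP in DESeq2 (4.67e-05) and without corn oil 2 ml/kg replicate 3 (0.0403), Tm7sf2 with APAP in DESeq2 (0.000315), with no filter (0.0241) and without corn oil 2 ml/kg replicate 3 (0.0486), and Hba-a2 with APAP in limma-voom (0.0453), in DESeq2 (0.0337), in 1 fit over all libraries (0.00942), with pooled vehicles (0.0107) and without APAP replicate 3 (0.0032). Of the 63 lists past the threshold, 61 lost their call with an estimated correlation, 13 with pooled vehicles, 10 in 1 fit over all libraries, 3 with edgeR's filter, 2 with library sizes alone and none with no filter. In fry, which tests against no change, 9 of them did not pass. Without 1 library 61 to 65 passed, and calls were lost in 25 of 374 pairs of a list and a left-out library. The list of the urea cycle with DCLF reversed with pooled vehicles (adjusted p = 0.00156), and the cause was not tested. For the miRNAs 1 passed in 1 fit over all libraries, against 0. The correlation of lincRNA pairs with APAP reversed to -0.4 with the nearest tested gene, and was -0.8 without APAP replicate 3, 0.409 to 0.598 with ANIT and -0.342 to 0.595 with CCl4 without 1 library, and the cause was not tested. Of the microarray-only genes with CCl4, 12 to 21 passed at the paper's thresholds without 1 library. Non-coding classes and pseudogenes gave no value under any alternative, since the files give no biotypes for unnamed genes and no IDs for the pseudogenes listed, and those alternatives were not run. Depth limits the miRNAs and most lincRNAs, which are under 1 CPM.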

Differences from the paper's values

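Leaving out 1 library for the lincRNA pairs was chosen only after the values were seen. The counts here cover all genes and the paper's cover protein-coding genes, a limit that was not tested as a cause, and both are set at p under 0.01 and 1.5-fold, 1 of the 2 criteria in the paper's methods.

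With DCLF 87 genes changed here and 196 in the paper, 48 higher against the paper's 93 and 39 lower against the paper's 103. For the total, leaving out DCLF replicate 1, 2 or 3 (132, 134 and 131) gave a value within 1.5 times the paper's, and DESeq2's size factors (87), library sizes alone (82), limma-voom (77), DESeq2 (120.0), edgeR's filter (79), no filter (120.0), 1 fit (76), pooled vehicles (74) and leaving out water replicate 1 (104) or 2 (86) did not. For the higher genes, DESeq2 (64), no filter (66) and leaving out DCLF replicate 1 (87) did, and DESeq2's size factors (46), library sizes alone (43), limma-voom (36), edgeR's filter (43), 1 fit (45), pooled vehicles (39), and leaving out water replicate 1 (60.0) or 2 (46) or DCLF replicate 2 (54) or 3 (61) did not. For the lower genes, leaving out DCLF replicate 2 (80.0) or 3 (70.0) did, and the other alternatives, from 31 in 1 fit to 56 in DESeq2, did not.

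With APAP 155 genes were lower here and 237 in the paper. DESeq2's size factors (168), limma-voom (159), DESeq2 (243), no filter (196), 1 fit (249), pooled vehicles (218), and leaving out corn oil 2 ml/kg replicate 1, 2 or 3 (162, 181 and 237) or APAP replicate 1 or 3 (158 and 198) gave a value within 1.5 times the paper's, and library sizes alone (148), edgeR's filter (149) and leaving out APAP replicate 2 (120.0) did not.

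Distinct genes nearest to a lincRNA numbered 23 with ANIT against the paper's 37, 8 with CCl4 against the paper's 5, and 5 with APAP against the paper's 19. Both lincRNAs and genes were taken from those the study lists for the same toxicant, so fewer pairs could be formed. For ANIT the adjusted threshold gave 26, within the limit, and pairs within 1 megabase (21), the nearest tested gene (24) and leaving out 1 library (17 to 20) did not reach it. For CCl4 leaving out 1 library (5 to 6), chosen after seeing the values, reached it, and pairs within 1 megabase (3), the adjusted threshold (8) and the nearest tested gene (10.0) did not. For APAP none did (0, 0 and 5, and 2 to 4 without 1 library).

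The paper states that DCLF livers part from their vehicles in the components and that APAP livers do not, PC3 to PC10 included. Among all 26 livers the APAP livers lay apart here on PC3, PC4 and PC8. The DCLF livers lay apart on PC7 and PC8, no more components than chance gives for 3 livers against 2. The paper's Figure 1B shows APAP and DCLF samples alone. In the 11 livers of APAP, DCLF and their vehicles, APAP lay at 23.0 to 56.8 on PC1 against -11.0 to -8.82 for corn oil. The DCLF livers overlapped the water livers there on PC1 and PC2. The paper gives genes found only by microarray, and of those matched and tested here 45 of 57 with ANIT, 35 of 42 with MDA, 19 of 27 with CCl4 and 5 of 7 with APAP passed at the paper's thresholds. A match needed a name from the study's own tables of genes changed in sequencing, which favours passing. Many matched probe sets also carry several gene symbols. These shares therefore do not hold for the microarray-only genes as a whole. The paper lists 21 miRNAs as changed, and here 2 could be tested. Of these 0 passed the paper's thresholds in edgeR, at unadjusted p values of 0.0524 and 0.0503. In limma-voom and DESeq2, run on the same 2 alone, 0 passed, and in 1 fit over all libraries 1 of 3 tested did. With every gene kept, 0 of 21 passed in edgeR. The filter here was on CPM, which ignores gene length, while the paper filtered on TPM. Its text states that Mir378b fell with ANIT, although the fold change it lists is 1.72, a rise. Here Mir378b had 2 counts with ANIT and 0 with corn oil, while Mir3591, which the paper also states fell, had 0 and 8. It states that AABR07003056.1 rose with ANIT, and here its 5 counts with ANIT and 0 with corn oil were too few for a test, while the rise of its neighbour Ccne1 was found here too, at 9.82-fold.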

Other observations

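The shares with the 10 most abundant genes left out of the library sizes and the correlations with the study's own table were chosen only after the data were seen.

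Genes of bile acid and sterol transport went both ways with ANIT and MDA, and as a list passed with neither. Abcc3, an exporter at the blood side of the hepatocyte, rose by a log2 fold change of 4.42 with ANIT (SE 0.667, adjusted p = 0.00588 from edgeR), and Abcg5 fell by 4.95 with ANIT (SE 0.368, adjusted p = 0.00023 from edgeR). Of the 7 genes of the list 3 were higher and 3 lower with ANIT (adjusted p = 0.266 from camera) and 4 higher and 3 lower with MDA (adjusted p = 0.411 from camera). With APAP the list passed as higher (adjusted p = 5.21e-07 from camera, adjusted p = 0.128 with an estimated correlation). There 1 of 7 was higher (3 when adjusted over the list alone), and 1 of 6 among those named by others. Cyp7a1, the enzyme that starts bile acid synthesis and no member of that list, rose by 4.32 with ANIT (SE 0.78, adjusted p = 0.0109 from edgeR). Per3 rose by 2.74 and Npas2 fell by 2.00 with ANIT, and the 6 clock genes gave no call with any toxicant, at adjusted p values of 0.842 with ANIT, 0.917 with CCl4 and 0.405 with MDA from camera, where the hour of collection was not given.

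Some genes of T cells rose with MDA, and their list passed with no toxicant. Cd8b, a chain of the cytotoxic T cell coreceptor, rose by 4.89 with MDA (SE 0.841, adjusted p = 0.00261 from edgeR) and Cd3g, a chain of the T cell receptor complex, by 3.07 (SE 0.515, adjusted p = 0.00228 from edgeR), while Tbx21, a factor of T and NK cells, fell by 2.33 with ANIT (SE 0.526, adjusted p = 0.0113 from edgeR). Of 14 genes of T and NK cells 12 were higher with MDA (adjusted p = 0.178 from camera), 6 of 8 among those named by others, and of 12 tested with ANIT 4 were lower (5 when adjusted over the list alone; adjusted p = 0.0887 from camera), 0 of 6 among those named by others. All 5 interferon-stimulated genes were higher with MDA, among them Irf1 by 1.98 (SE 0.202, adjusted p = 0.000254 from edgeR) and Cxcl10 by 2.84 (SE 0.459, adjusted p = 0.00499 from edgeR), and as a list they did not pass (adjusted p = 0.101 from camera), while none of the 5 is named by another toxicant's table.

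Genes of hepatocytes around the central vein fell with MDA, with 6 of 8 lower and none higher (adjusted p = 0.00273 from camera, adjusted p = 0.28 with an estimated correlation), 3 of 5 among those named by others. Among them Gulo, the last enzyme of vitamin C synthesis in the rat, fell by 2.22 (SE 0.163, adjusted p = 8.45e-05 from edgeR). Of the 8 periportal genes 5 were lower and 1 higher with MDA (adjusted p = 0.0223 from camera, adjusted p = 0.326 with an estimated correlation), and 1 of 3 was lower among those named by others. In the same livers 11 of 11 duct markers, 13 of 15 genes of stellate cells and fibrosis and 11 of 11 macrophage genes were higher. The share of each cell type was not measured. With ANIT the periportal genes had a median log2 fold change of 0.318 while camera gave the direction as lower without passing (adjusted p = 0.397). With APAP the pericentral genes had 2 lower and none higher of 8 (4 lower when adjusted over the list alone; adjusted p = 0.000379 from camera, adjusted p = 0.326 with an estimated correlation), and 1 of 7 was lower among those named by others.

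With DCLF no member of any list passed over all genes, 1 gene of bile acid transport was lower when adjusted over its list alone, and camera gave lower directions for 4 lists: targets of ATF4 and CHOP (adjusted p = 0.00806, adjusted p = 0.502 with an estimated correlation), PPARα targets (adjusted p = 0.0111, adjusted p = 0.502 with an estimated correlation), bile acid transport (adjusted p = 0.0114, adjusted p = 0.327 with an estimated correlation) and the urea cycle (adjusted p = 0.0416, adjusted p = 0.7 with an estimated correlation). Each call ended without 1 of the water livers, a fit that leaves 1 water rat. Without DCLF replicate 3 the adjusted p from camera was 0.206 for ATF4 and CHOP and 0.15 for PPARα. For the urea cycle it was 0.0594 and 0.502 without DCLF replicate 1 and 2. Fits with fewer rats also have less power.

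The share of changed genes that were higher was 58.7% with ANIT, 53.7% with CCl4 and 59.7% with MDA under TMM, and 81.7%, 90.1% and 88.5% with library sizes alone. With the 10 most abundant genes left out of the library sizes it was 78.8%, 84.8% and 86.8%. Those 10 genes took 22.4% of the counts with vehicle and 19.8% with ANIT, 22.8% and 17.5% with CCl4, and 24.9% and 22.6% with MDA.

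The fold changes in the study's own table correlated across genes with those from limma-voom here at r = 0.998 with ANIT, 0.999 with APAP and 0.991 with MDA, and at 0.973 with DCLF, for which 36 of 74 genes could be tested. The column for CCl4 holds values that correlate with log2 fold changes at r = 1, so it is on the log2 scale although its heading names a fold change. Corn oil 2 ml/kg replicate 3 stood apart from its group, with a score of 42.3 on the second component of the 11 livers of APAP, DCLF and their vehicles, against -35.5 and -28.4 for the other 2 livers.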
